# Quetiapine has an additive effect to triiodothyronine in inducing differentiation of oligodendrocyte precursor cells through induction of cholesterol biosynthesis

**DOI:** 10.1371/journal.pone.0221747

**Published:** 2019-09-06

**Authors:** Jaime Gonzalez Cardona, Matthew D. Smith, Jingya Wang, Leslie Kirby, Jason T. Schott, Todd Davidson, Jodi L. Karnell, Katharine A. Whartenby, Peter A. Calabresi

## Abstract

Multiple sclerosis (MS) is characterized by demyelinated lesions in the central nervous system. Destruction of myelin and secondary damage to axons and neurons leads to significant disability, particularly in people with progressive MS. Accumulating evidence suggests that the potential for myelin repair exists in MS, although for unclear reasons this process fails. The cells responsible for producing myelin, the oligodendrocytes, and their progenitors, oligodendrocyte precursor cells (OPCs), have been identified at the site of lesions, even in adults. Their presence suggests the possibility that endogenous remyelination without transplantation of donor stem cells may be a mechanism for myelin repair in MS. Strategies to develop novel therapies have focused on induction of signaling pathways that stimulate OPCs to mature into myelin-producing oligodendrocytes that could then possibly remyelinate lesions. We have been investigating pharmacological approaches to enhance OPC differentiation, and have identified that the combination of two agents, triiodothyronine (T3) and quetiapine, leads to an additive effect on OPC differentiation and consequent myelin production via both overlapping and distinct signaling pathways. While the ultimate production of myelin requires cholesterol biosynthesis, we identified that quetiapine enhances gene expression in this pathway more potently than T3. Two blockers of cholesterol production, betulin and simvastatin, reduced OPC differentiation into myelin producing oligodendrocytes. Elucidating the nature of agents that lead to complementary and additive effects on oligodendrocyte differentiation and myelin production may pave the way for more efficient induction of remyelination in people with MS.

## Introduction

The etiology of multiple sclerosis (MS) remains unknown, but its hallmark is the presence of demyelinating lesions in the central nervous system (CNS)[1,2]. Relapsing remitting MS is thought to result from an autoimmune attack on myelin antigen-bearing cells although the role of the immune system in progressive MS is less well defined[3–5]. Treatments for MS have primarily focused on limiting the immune attack on CNS cells to contain damage. While there have been several therapies with varying degrees of efficacy in slowing disease, reparative therapies have remained elusive. A relatively recent area of investigation has focused on myelin repair, which could provide an alternative or additional approach to therapeutic options currently available.

During the evolution of an MS lesion, oligodendrocytes are lost to varying degrees, and demyelinated axons may undergo secondary degeneration. The presence of demyelinated but intact axons and thinly myelinated axons, which are thought to be partially remyelinated, suggests that the opportunity for remyelination exists even in adults with MS[6,7]. Remyelination likely depends on the mobilization, migration, and maturation of oligodendrocyte progenitor cells (OPCs) into mature myelin-producing oligodendrocytes (OLs)[8,9]. The discovery that OPCs were present in adults at much higher quantities than previously thought provided substantial support to the rationale for developing therapies based on OPC stimulation[10–14]. OPC maturation and ultimately myelin production involve a number of distinct steps and pathways[15,16], and a greater understanding of these is critical to developing novel approaches to repair[7].

Several studies have been conducted both dissecting the pathways involved in the maturation of OPCs in vivo and targeting the process to stimulate repair. One molecule that has been extensively studied is the thyroid hormone, triiodothyronine (T3), which triggers a maturation process in which OPCs stop proliferating and differentiate into myelin producing cells[17]. Previous animal studies have demonstrated that administration of T3 improved remyelination, indicating a critical role of this molecule[18,19].

While the proteins of myelin have been a focus of the immunologic aspect of MS, myelin is comprised primarily of lipids, and one histologic feature of mature OLs is in fact, lipid-laden vacuoles. Thus, in the production of new myelin, significant lipid biogenesis, cholesterol in particular, must be dramatically increased[20]. Cholesterol blocking studies have shown mixed results but suggest that major depletion of cholesterol is deleterious to OL lineage cells[21–24]. Furthermore, several differentiation enhancing compounds have uncovered cholesterol biosynthesis as being an important signaling pathway[25–27].

Quetiapine is an atypical antipsychotic that is used in several different psychiatric settings. It is also being investigated as a possible therapeutic agent for enhancing remyelination in MS based on positive data *in vitro* [28–30] and *in vivo*. In animal models of demyelination, quetiapine ameliorates EAE, likely at least partially through its effects on the immune system[31], as well as promotes OPC differentiation in cuprizone models[28,32–34].

To further elucidate the mechanisms by which agents such as T3 and quetiapine produce their beneficial effects on OPC differentiation, we sought to dissect signaling pathways that promote differentiation, thereby determining whether OPC differentiation and remyelination could be enhanced through targeting complementary and additive pathways.

## Materials and methods

### Oligodendrocyte progenitor cells cultures

OPCs were obtained from cerebral cortices of P4-P7 rodent pups as described previously [35]. Rat pups were decapitated then cortices were dissected and enzymatically dissociated using Neural Dissociation Kit (P) (Miltenyi Biotec). OPCs were positively selected by labeling with A2B5 microbeads and passing through magnetic columns (Miltenyi Biotec). The cells were plated and expanded over 3–4 days in OPC media (modified from [36], composed of Dulbecco’s Modified Eagle Medium with B27, glutamine, penicillin/streptomycin, sodium pyruvate, trace elements B (all from ThermoFisher Scientific), apo-transferrin 100 μg/mL, bovine serum albumin 100 μg/mL, progesterone 60 ng/mL, putrescine 16 μg/mL, sodium selenite 40 ng/mL, insulin 50 μg/mL insulin, N-acetyl cysteine 5 μg/mL, biotin 10 ng/mL, hydrocortisone 50 ng/mL (all from MilliporeSigma)) with recombinant human PDGF-AA (PeproTech) until an optimal density was reached. Following proliferation, cells were differentiated over 96 hours in OPC media supplemented with either T3 (45nM; Sigma-Aldrich), Quetiapine Hemifumarate (1μM, Sigma-Aldrich), or both. Media was replenished at 48 hours. To inhibit cholesterol synthesis Betulin (0.03, 0.3 and 3μg/mL; Sigma-Aldrich) or Simvastatin (0.1, 1 and 10μM; Sigma-Aldrich) was added to the media at the beginning and 48 hours later during the differentiation assay. All the compounds were diluted in DMSO at a final concentration of 0.1% of the final volume. 0.1% DMSO was used as a vehicle control.

For the experiments in which the B27 supplement was not used, it was replaced by differentiation cocktail excluding T3, but including all other constituents of B27 supplement; L-Carnitine 2μg/ml, Ethanolamine 1μg/ml, D-galactose 15μg/ml, Putrescine 16.1μg/ml, biotin 10 ng/mL, Sodium Selenite 14.35ng/ml, Corticosterone 20ng/ml, Linoleic acid 1μg/ml, Linolenic acid 1μg/ml, Lipoic acid 47ng/ml, Progesterone 6.3ng/ml, Retinol acetate 100 ng/ml, Retinol (all trans) 100 ng/ml, D,L-alpha-Tocopherol 1μg/ml, D,L–alpha-Tocopherol acetate 1μg/ml, Albumin (bovine) 2.5mg/ml, Catalase 2.5μg/ml, Glutathione 1.0 μg/ml, Insulin 4 μg/ml, Superoxidase dismutase 2.5 μg/ml, Transferrin 5 μg/ml all from MilliporeSigma.

### Quantitative PCR

RNA was isolated from cultured OPCs using RNeasy Plus Mini Kit (Qiagen). Then cDNA was synthesized from the isolated mRNA using iScript cDNA Synthesis Kit (Bio-Rad). Quantitative PCR was carried out on these samples using SensiMix SYBR & Fluorescein Kit (Bioline) in the CFX384 Touch Real-Time PCR Detection System (Bio-Rad). Targets were normalized to the *hprt1* reference gene and delta-delta CT analysis was performed to determine the fold change in expression of each gene. Target genes and their sequences were: *mbp* Forward 5’-3’ CACAAGAACTACCCACTACGG, Reverse 5’-3’ GCCTCTCCCCTTTCCTTG, *hmgcs1* Forward 5’-3’ GATGGTGTAGATGCTGGAAAGTA, Reverse 5’-3’ GTCAGGCAGAGAGAGTTGATG, *hmgcr1* Forward 5’-3’ AAGAGTCGCTGTGTTCATCTC, Reverse 5’-3’ CCTGCTTGTACTCTGCTCTAAC, *fdft1* Forward 5’-3’ ACTGGCACTTCCCTACTAGA, Reverse 5’-3’ CGTAGCCTACTAACCACCAATAC, *sqle* Forward 5’-3’ TGCAGTCTATGCCACGTATTT, Reverse 5’-3’ AGAGCACGCTTTGTACAGTATAG, *cyp51* Forward 5’-3’ ACTGAAAGACTCCTGGGTAGA, Reverse 5’-3’ CAAACGGCACATAGGCAAAC, *hprt1* Forward 5’-3’ GGTGAAAAGGACCTCTCGAAG, Reverse 5’-3’ GCTTTTCCACTTTCGCTGATG.

### Immunocytochemistry

The differentiated OPCs were fixed with 4% PFA for 15 minutes. After fixation they were incubated in mouse monoclonal anti myelin basic protein (MBP) (1:1000; Biolegend clone SMI-99) and rabbit polyclonal anti-Olig2 (1:1000; MilliporeSigma) antibodies overnight. The next day they were incubated in secondary antibodies anti-mouse Alexa Fluor 488 (1:1000; Invitrogen) and anti-rabbit 594 (1:1000; Invitrogen) for 2 hours. DAPI nuclear staining was performed for 10 minutes which was washed prior to imaging. Images were taken using IncuCyte S3 50400, analysis was performed using IncuCyte S3 2017A Rev2 Version. Total integrated intensity for MBP (total sum of the objects’ fluorescent intensity in the image: Fluorescent units x μm^2^/image) and the number of Olig2 positive cells was quantified, and a ratio of MBP integrated intensity/Olig 2 number was determined for 16 images per well, from 2 wells per condition, in a total of 3 experiments. Higher resolution images were taken using an epifluorescence microscope at 20x and laser confocal microscope using 63x objectives. For cholesterol staining, after fixation the cells were stained with mouse monoclonal anti-Olig2 (1:500; MilliporeSigma) overnight. The next day they were incubated with secondary anti-mouse 594 (1:1000; Invitrogen) and filipin complex (MilliporeSigma) 50μg/ml for 2 hours. Images were taken using a Keyence BZ-X700 microscope. Analysis was performed using ImageJ v 1.52a National Institute of Health. Filipin stained area in pixels and number of Olig2 positive cells was quantified, and a ratio of filipin stained area/Olig2 number was determined for 6 images per slide, from 3 slides per condition.

### Live cell imaging

Cytotoxicity of the different compounds was determined by culturing OPCs in the presence of compound and IncuCyte Cytotox Green Reagent (Essen Bioscience) in OPC media. In cells where the membrane integrity had been affected the reagent binds to DNA, increasing its fluorescence. Nine images were taken per well every 2 hours over a 72 hour period in IncuCyte S3 50400. There were 2 wells per replicate. Analysis was done using IncuCyte S3 software, version 2017A Rev2.

### Gene array analysis

Afflymetrix microarrays were completed on T3, Quetiapine, T3 plus Quetiapine and control OPC cultures at baseline (Day 0), 48 hours and 96 hours after differentiation assay was initiated. Gene set enrichment analysis (GSEA)[37] was done comparing T3 treated samples to Quetiapine and T3 plus Quetiapine treated samples, to determine pathway enrichment for genes associated with T3, QTP, and T3+QTP vs. control[38].

### Western blot

OPCs in culture were lysed in RIPA buffer in the presence of protease and phosphatase inhibitors (Halt Protease and Phosphatase Inhibitor Cocktail; ThermoFisher) following 96 hours of differentiation in the presence of T3 45nM, Quetiapine 1μM, combination of both or DMSO vehicle. The protein was quantified using a BCA assay and samples were denatured by heating to 95° C for 10 minutes with 4X SDS reducing buffer (Boston BioProducts). Electrophoresis was performed in a 12% polyacrylamide gel for 1hr 15 mins at 110V, and separated proteins were transferred to a nitrocellulose membrane using Trans-Blot^®^ Turbo^™^ blotting system (Bio-Rad). After blocking with 5% powder milk, membranes were stained with MBP (1:1000) (clone SMI99, Biolegend) and actin (1:5000) (Sigma-Aldrich, clone AC-74) antibodies overnight, then with secondary antibodies IRDye^®^ 700CW and 800CW for detection using Odyssey imaging system (LI-COR). Intensity was determined for MBP and Actin bands. An MBP/Actin ratio was determined for each sample then normalized to the control condition. A total of six independent experiments were performed. Each set of samples was run in duplicate. The mean of the duplicates was included in the analysis shown.

### Animals

All animal protocols were approved and adhered to the guidelines of Johns Hopkins Institutional Animal Care and Use Committee. Rats were maintained in a pathogen-free facility at Johns Hopkins University. SAS Sprague Dawley timed-pregnant rats were purchased from Charles River.

### Statistical analysis

For qPCR and immunohistochemistry, one-way ANOVA with Tukey’s multiple comparison test was used. Bars represent standard error of the mean. Student’s t-test for western blot analysis, comparisons between each treatment condition and control were performed. A p-value of ≤ 0.05 was used as the cutoff for significance for all statistical tests.

## Results

### Quetiapine and T3 have additive effects in inducing differentiation of OPCs

To investigate the effects of quetiapine and T3 on OPC differentiation, we generated primary OPC cultures, added each agent alone or in combination and conducted a comprehensive evaluation of the characteristic features of OPC differentiation. Specifically, we utilized genetic, protein, and morphological analyses to quantify the differentiation process. The expression and production of myelin basic protein was evaluated by qPCR and IC from cultures treated with either T3, quetiapine, or both. As shown in Fig 1a, there was a significant increase in MBP gene expression with either agent, alone and when tested in combination (in every case p<0.001). When combined their effect on MBP expression was additive. These effects are not observed at earlier stages of the experiment (S1 Fig). In order to determine that the effects of quetiapine were not induced by the small amount of T3 found in the B27 media supplement, the specific components of the media were added individually in place of the B27 supplement, the results of these experiments showed that quetiapine induces OPC differentiation, even in the absence of T3 (S2a Fig). The small amount of T3 in the commercial B27 supplement did result in higher MBP expression than in the home made media with no T3 (S2b Fig), which reached significance in some but not all comparisons. Next, we evaluated T3 and quetiapine’s effect on MBP surface expression using IC (Fig 1b). As shown in Fig 1c, all cells showed a characteristic OL morphology and have MBP expression but quetiapine treated cells have a round shaped halo surrounding the nuclei (bottom panels), whereas T3 only treated cells (top right panel) appear to have longer and more branched projections. While each agent led to an increase in MBP expression, the combination was additive (Fig 1d). To further quantify the protein expression, we harvested lysates from the cultures and did a Western blot for MBP. These showed an increase in MBP synthesis of each compound alone and an additive effect of the combination of T3 and quetiapine, (Fig 1e and 1f).

**Fig 1:**
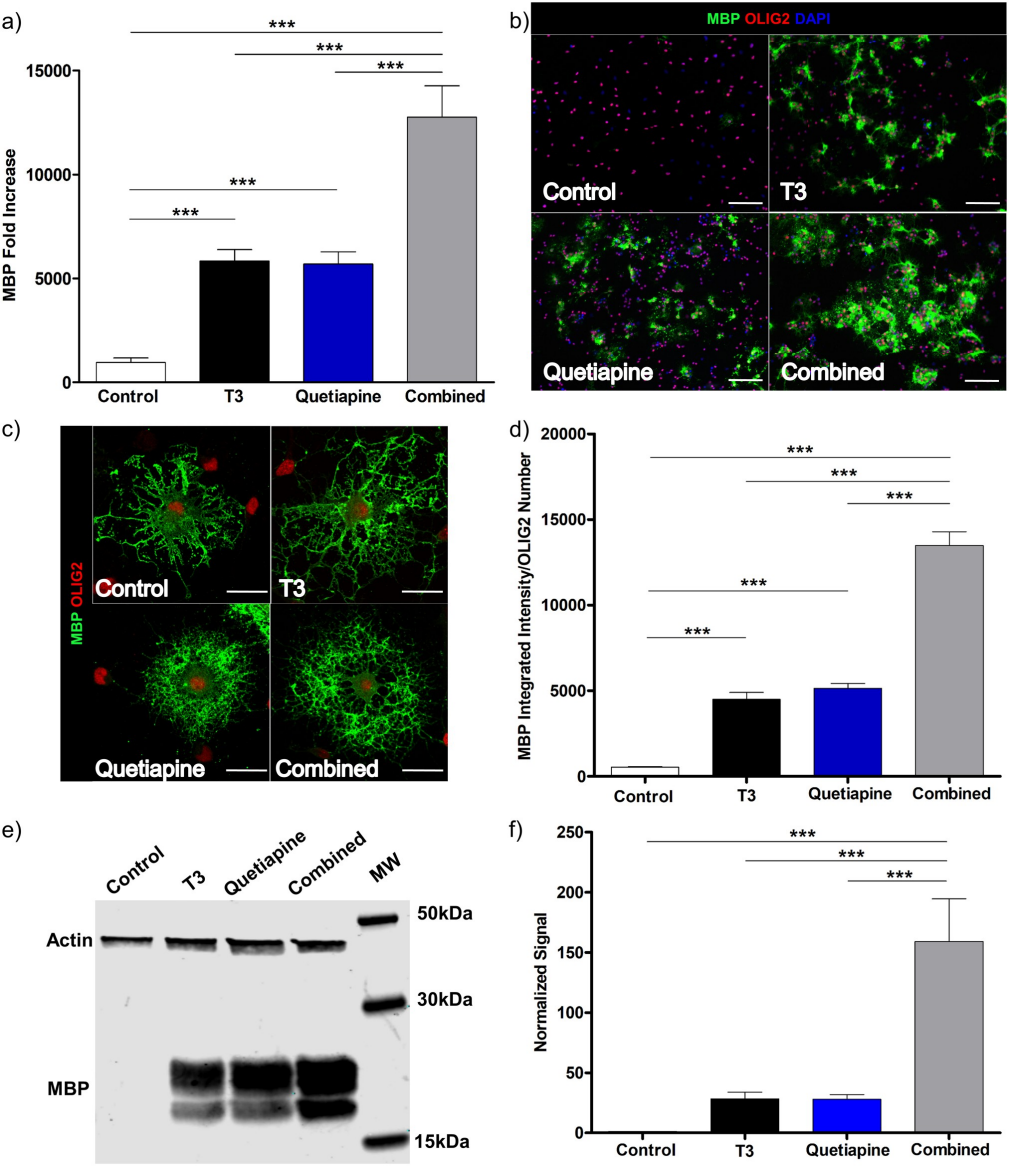
Quetiapine induces differentiation of OPC and has an additive effect on T3 induced differentiation. OPCs isolated from 4–7 days old rats were cultured for 96 hrs under PDGF 20ng/ml, were then induced to differentiate in OPC media with the addition of T3 45nM (Black), Quetiapine 1μM (Blue), or both (Grey) for 96 hrs. OPC media with 0.1%DMSO (vehicle) was used as control (White). **(a)** MBP expression was measured by qPCR. A pre-treatment day 0 sample was used to normalize gene results. Error bars represent standard error of the mean from 3 independent isolations and experiments. One-way ANOVA analysis with Tukey’s multiple comparison analysis was run (p **<0.001, *** p< 0.0001). **(b)** Immunocytochemistry: Plated cells were fixed with 4% PFA, stained for MBP (Green), Olig2 (Red) and DAPI (Blue). Representative images at 20X, for Control (upper left), T3 (upper right), Quetiapine (lower left), T3 plus Quetiapine (lower right), scale bar 100μm. **(c)** Laser scanning confocal microscopy images 63X of Control (upper left), T3 (upper right), Quetiapine (lower left), T3 plus Quetiapine (lower right), scale bar 20 μm. **(d)** A ratio was determined between MBP intensity quantification and OLIG2 positive cell number, the bar graph represents the results from 6 different experiments and the error bars are the standard error of the mean. One-way ANOVA analysis with Tukey’s multiple comparison analysis was run (*** p< 0.0001). **(d)** Protein lysate from OPC culture was obtained after 4 days of treatment with the conditions mentioned before, and western blot was performed, **(e)** representative image and **(f)** quantification results from 6 different experiments, one-way ANOVA analysis with Tukey’s multiple comparison analysis was run (*** p< 0.0001).

### Quetiapine induces cholesterol biosynthesis pathway genes expression with and without T3

To determine the signaling pathways that each of these agents mediated its individual effects through, we conducted a gene array to identify differentially modulated genes. To achieve this (as seen in Fig 1) OPC cultures were established, treated with either T3, quetiapine or both, and differential patterns of gene expression were analyzed. 

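RNA from the rat OPC cultures was measured on a 1-colour Affymetrix rat genome array, on which each probe set reports the signal of a transcript. The 24 arrays held 3 biological replicates in each of 8 conditions: vehicle control, T3 at 45 nM, quetiapine at 1 μM or both compounds (the combination), for 48 or 96 hours. The deposited values were log2 expression after the authors' RMA, with background correction, quantile normalization and a summary of each probe set. They were not divided by the day 0 cultures, which were not used here. The median log2 expression of an array lay between 6.43 and 6.51 and its highest value between 14.1 and 14.4. Across probe sets, which are not independent replicates, arrays of the same condition correlated with Pearson's r of 0.986 to 0.996. After 57 control probe sets were left out, 31042 probe sets were tested. Of these, 20826 carried a single gene symbol, for 14217 genes. Limma was fitted to the 12 arrays of a time point with a mean for each treatment and no term for the replicate, and p values were adjusted over all probe sets by the method of Benjamini and Hochberg. A probe set was called differentially expressed by the limits given in Fig 2, a fold change over 1.5 and an adjusted p under 0.05. Named genes and members of gene lists were counted as having risen or fallen at an adjusted p under 0.05 without a limit on the fold, each through its single-symbol probe set with the highest mean. The lists, 20 in number with 298 measured genes, were fixed before the data were examined and were tested with camera at a preset correlation of 0.01 between genes. The cultures of a replicate number shared a preparation, so a second limma fit with the replicate number as a block is given where it changes a call or moves a count by more than 1.5 times. The main fit leaves differences between preparations in its spread, so a call it misses does not show that an effect is absent. The number of arrays limits the precision of every value. The difference between the 3' and 5' probe sets of beta-actin, a sign of RNA quality, was higher than in control in all 3 replicates with T3 and with the combination at 96 hours and with quetiapine at 48 hours. Of the control arrays at 48 hours replicate 2 had the highest microglial signal, with a mean log2 expression of that list of 6.59 beside 5.32 and 5.47 in replicates 1 and 3.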

Interestingly, there were distinct patterns of effects of upregulation and downregulation on gene expression by the agents, as depicted in the Venn diagrams (Fig 2a and 2b). These distinct patterns are further illustrated in a heat map showing the top genes differentially upregulated by both compounds (Fig 2c). 

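Lysosomal genes rose with T3 and, fewer of them, with quetiapine at 96 hours. Lipa, the lysosomal acid lipase that frees cholesterol from its esters, had a mean log2 expression of 9.61 ± 0.082 (SD, n = 3 arrays) after 48 hours of T3 and 8.37 ± 0.23 in control, a log2 change of 1.24 (standard error 0.145, adjusted p = 0.00220 from limma). At 96 hours 5 of 14 lysosomal genes rose with T3 (7 adjusted over the list alone, 9 with the replicate block), with an adjusted p of 1.65e-06 from camera and adjusted p = 0.0941 with an estimated correlation. Ctsl, a lysosomal protease, rose by 1.90 (standard error 0.107, adjusted p = 2.77e-06), and Hexa, a subunit of the enzyme that degrades gangliosides, by 0.66 (standard error 0.0952, adjusted p = 0.00160). In quetiapine cultures compared to T3 at that time, 3 of the 14 genes were lower (5 adjusted over the list alone, 6 with the block), with log2 changes of −1.73 for Lipa, −0.83 for Ctsl and −0.69 for Hexa. Camera gave this list an adjusted p of 0.000104, and adjusted p = 0.271 with an estimated correlation. Against control, 2 of the 14 genes rose with quetiapine at 96 hours (4 adjusted over the list alone, 5 rose and 1 fell with the block; 1 without any replicate of control or without quetiapine replicate 1 or 3), Ctsl by 1.07 (adjusted p = 0.000283) and Asah1, a lysosomal ceramidase, by 0.44 (adjusted p = 0.0386, and 0.0579 to 0.142 without those arrays). Camera gave an adjusted p of 0.0452 (0.568 with an estimated correlation; 0.434, 0.117 and 0.0571 without control replicate 1 and quetiapine replicate 2 and 3). At 48 hours none of the 14 passed with quetiapine (1 fell with the block), and 10 lay below control. Camera gave an adjusted p of 0.355, and 0.0490 without quetiapine replicate 3. At that time the microglial list was highest in control replicate 2 and lay between 5.44 and 5.84 with quetiapine. No gene of the lysosomal list passed limma's test of the difference between 96 and 48 hours with quetiapine (1 with the block). The 3' to 5' difference of beta-actin was higher with T3 than in control at 96 hours by a mean of 0.05 on the log2 scale, and that of Gapdh by 0.04, each in all 3 replicates.
Quetiapine raised targets of SREBP outside the sterol pathway and lowered Abca1 and Abcg1, targets of LXR, the receptor that senses oxysterols. At 96 hours Acss2, which makes acetyl-CoA from acetate, rose from 10.43 ± 0.15 (SD, n = 3) in control to 12.12 ± 0.35 with quetiapine (log2 change 1.69, standard error 0.155, adjusted p = 0.000158 from limma). Insig1, which holds SREBP in the endoplasmic reticulum, rose by 1.45 (standard error 0.137, adjusted p = 0.000189). Of 17 SREBP targets 8 rose (10 rose and 2 fell adjusted over the list alone; camera adjusted p = 2.67e-05, and adjusted p = 0.158 with an estimated correlation). The count was 5 without quetiapine replicate 1 or 3 and 4 without control replicate 2 or 3. With T3 at 96 hours 3 of the 17 rose (6 adjusted over the list alone, 10 with the block; camera adjusted p = 0.000345, and adjusted p = 0.249 with an estimated correlation). The cholesterol exporters Abca1 and Abcg1 fell with quetiapine at 96 hours, by −2.34 (standard error 0.555, adjusted p = 0.0330) and −1.50 (standard error 0.328, adjusted p = 0.0229). They were the 2 of 8 LXR targets past the test (2 adjusted over the list alone, 5 with the block; camera adjusted p = 0.00744, and adjusted p = 0.432 with an estimated correlation). Without control replicate 2 or 3 or quetiapine replicate 3 both genes had an adjusted p of 0.0549 to 0.127, and Abca1 had 0.0506 without quetiapine replicate 1. Astrocyte markers were lower with quetiapine too, 10 of 11 below control at 96 hours (camera adjusted p = 0.00540, and adjusted p = 0.617 with an estimated correlation). Of them 1 fell in limma's test and 8 with the block, Aldh1l1, an enzyme of folate metabolism, by −1.30 (adjusted p = 0.0454; at least 0.110 without control replicate 2 or 3 or quetiapine replicate 1 or 3), so a change in the share of cell types stays open for the LXR targets.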

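Each compound raised single genes by large factors. With T3, Rpe65, an isomerase of the retinoid cycle, went from 4.80 ± 0.068 (SD, n = 3) in control to 8.46 ± 0.44 at 48 hours, a log2 change of 3.66 (standard error 0.243, adjusted p = 4.29e-05 from limma). At 96 hours its change was 5.00 (standard error 0.236, adjusted p = 6.39e-07). Dct, an enzyme of melanin synthesis, rose by 4.06 (adjusted p = 0.00292), the secreted fibrinogen-like protein Fgl2 by 3.48 (adjusted p = 0.000914) and the carbonic anhydrase Car14 by 3.48 (adjusted p = 9.32e-05). The falls with T3 at that time included Igfbp2, which binds insulin-like growth factors, at −2.29 (adjusted p = 0.00197), the imprinted gene Mest at −1.77 (adjusted p = 0.000433) and the potassium channel subunit Kcnab1 at −1.80 (adjusted p = 0.00331).
With quetiapine at 96 hours the largest rises included Cdc42ep2, an effector of Cdc42 (3.12, adjusted p = 0.000146 from limma), the oligodendrocyte receptor Gpr37 (3.10, adjusted p = 0.000238), the unconventional myosin Myo1d (3.06, adjusted p = 3.46e-05) and Tmtc1 (2.98, adjusted p = 2.57e-05). Tagln, an actin-binding protein of smooth muscle, fell by −2.12 (adjusted p = 0.00155), and Bdh2, a short-chain dehydrogenase, by −1.74 (adjusted p = 0.00729). With the combination at 96 hours Car2, a carbonic anhydrase of oligodendrocytes, rose by 4.45 (adjusted p = 0.000201) and the myelin lipid carrier Pmp2 by 4.31 (adjusted p = 5.71e-06). The sphingosine-1-phosphate receptor S1pr3 fell by −3.54 (adjusted p = 0.00216), the adhesion molecule Vcam1 by −2.91 (adjusted p = 0.000236) and the cytokine Il33 by −2.79 (adjusted p = 0.000396).
Between the compounds at 96 hours, Cyp3a23-3a1, a cytochrome P450 of drug and steroid metabolism, was higher with quetiapine than with T3 (1.63, adjusted p = 0.00292 from limma). Scg2, a granin of secretory vesicles, was lower (−4.58, adjusted p = 0.00725), as was Kctd14 (−3.49, adjusted p = 0.000322).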

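Some genes rose at both times. Slc12a7, a potassium and chloride cotransporter, rose with T3 by 3.53 on the log2 scale at 48 hours (adjusted p = 0.00778 from limma) and 3.66 at 96 hours (standard error 0.196, adjusted p = 1.83e-06), from 5.94 ± 0.46 (SD, n = 3) in control at 48 hours. Rpe65 rose with the combination by 3.95 at 48 hours (adjusted p = 1.76e-05) and 5.57 at 96 hours (adjusted p = 1.53e-07). Aacs, which activates acetoacetate for lipid synthesis, rose with quetiapine by 1.11 at 48 hours (adjusted p = 0.0117) and 1.47 at 96 hours (adjusted p = 0.00103). Its adjusted p at 48 hours was 0.0623 to 0.0754 without replicate 2 or 3 of control or of quetiapine.
Compared to control at both times, 144 probe sets were called higher with T3 by limma (429 with the replicate block). Leaving out 1 array at 48 hours gave 87 without control replicate 2 or 3, 80 without T3 replicate 2 and 85 without T3 replicate 3. With quetiapine 21 were higher (99 with the block). This count was 13 without T3 replicate 1, 2 or 3, 12 without combination replicate 2, 37 without combination replicate 3 and 1 without control replicate 3, all at 48 hours. Without control replicate 2, quetiapine replicate 2 or quetiapine replicate 3 at 48 hours no probe set was left: Aacs, for example, had the adjusted p values given above. With the combination 295 were higher (490 with the block), 193 without control replicate 3 and 195 without combination replicate 3 at 48 hours. Lower at both times were 28 probe sets with T3 (164 with the block), 6 with quetiapine (112) and 328 with the combination (748). Without 1 array at 48 hours these ranged from 5 to 37, from 1 to 8 and from 129 to 458.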

A full list of genes significantly upregulated by T3 (S1 Table), quetiapine (S2 Table), or combination therapy (S3 Table) at both 48 and 96 hours, is also provided. Further validating our findings, several genes previously found to be upregulated by T3 (Klf9, Hr, Dbp, and Nt5e) are also upregulated by T3 in our data [17].

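All 4 genes rose with T3 at both times. Klf9, a zinc finger transcription factor that the T3 receptor induces, went from 8.66 ± 0.57 (SD, n = 3) in control to 10.60 ± 0.32 with T3 at 48 hours, a log2 change of 1.94 (standard error 0.265, adjusted p = 0.00650 from limma). Hr, a nuclear receptor corepressor, went from 7.28 ± 0.11 to 9.88 ± 0.0065, a change of 2.60 (standard error 0.0755, adjusted p = 5.73e-08). Dbp, a transcription factor of the circadian clock, rose by 1.58 (standard error 0.120, adjusted p = 0.000107). Nt5e, which makes extracellular adenosine from AMP, went from 4.43 ± 0.44 to 8.38 ± 0.34, a change of 3.95 (standard error 0.299, adjusted p = 0.000107). At 96 hours the changes with T3 were 1.80 for Klf9 (adjusted p = 0.00798), 2.94 for Hr (adjusted p = 1.88e-08), 1.25 for Dbp (adjusted p = 6.78e-06) and 3.93 for Nt5e (adjusted p = 1.24e-07).
With the combination at 96 hours Klf9 rose by 1.70 (adjusted p = 0.00377 from limma), Hr by 2.99 (adjusted p = 1.06e-08), Dbp by 0.74 (adjusted p = 7.24e-05) and Nt5e by 5.05 (adjusted p = 1.09e-08). Compared to T3 alone, Nt5e was higher in the combination at 96 hours by 1.12 (adjusted p = 0.00785), and Dbp was lower (−0.51, adjusted p = 0.0126). The latter adjusted p was 0.0657 without T3 replicate 2, 0.0559 without T3 replicate 3 and 0.0674 without combination replicate 2. With quetiapine alone at 96 hours Hr rose by 0.55 (adjusted p = 0.00361) and Dbp fell by −0.61 (adjusted p = 0.00137), while the change was −0.33 for Klf9 (adjusted p = 0.677) and −0.22 for Nt5e (adjusted p = 0.473). At 48 hours quetiapine gave −0.44 for Klf9 (adjusted p = 0.765) and 0.27 for Hr (adjusted p = 0.344).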

**Fig 2:**
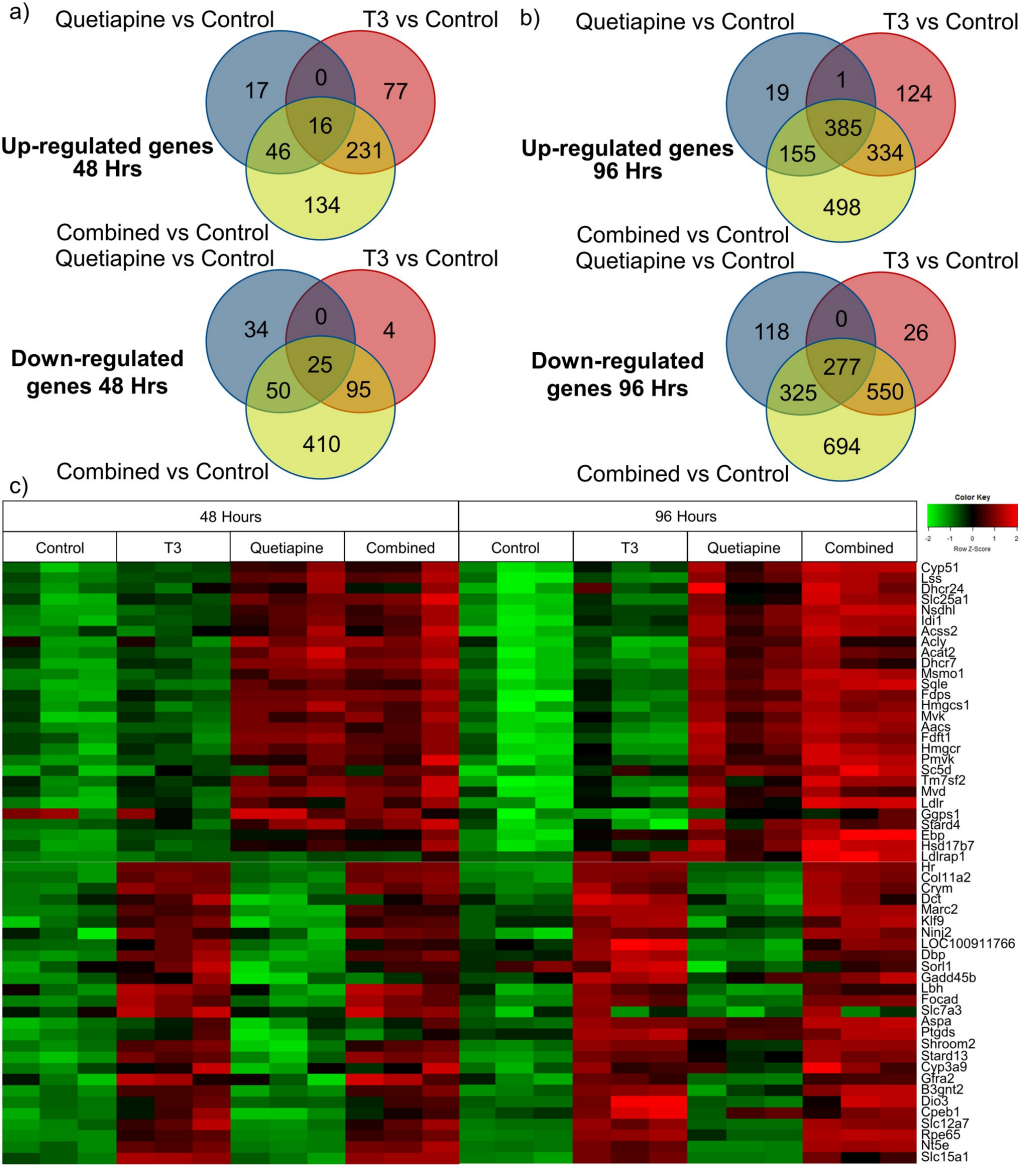
Gene expression array showing patterns of differentially regulated genes in OPCs treated with either T3 or quetiapine at 48 and 96 hours of culture. Affymetrix gene array was performed on OPCs treated with; T3 45nM, Quetiapine 1μM, both, or vehicle control for 48 hrs and 96 hrs. Results were normalized to day 0 pre-treatment samples. Venn diagrams showing numbers of upregulated (top) and downregulated (bottom) genes at 48 hrs **(a)** and 96 hrs **(b)** for T3, Quetiapine and T3 plus Quetiapine conditions compared to control condition. Significance was defined as fold change >1.5 and false discovery rate < 0.05. **(c)** Heat map showing patterns of genes at 48 hours and 96 hours upregulated by Quetiapine (top half) and T3 (bottom half).

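At 48 hours limma called fewer probe sets with quetiapine than with T3. St6gal1, a sialyltransferase of the Golgi, fell with it by −0.95 (standard error 0.0730, adjusted p = 0.00177 from limma). With T3, Id2, an inhibitor of basic helix-loop-helix transcription factors, rose by 0.56 (standard error 0.0803, adjusted p = 0.00833). Greb1l was higher with quetiapine than with T3 by 1.72 (standard error 0.234, adjusted p = 0.00497), and the cadherin Cdh11 by 1.02 (standard error 0.106, adjusted p = 0.000785). Compared to control at 48 hours, limma called 177 probe sets higher and 34 lower with T3 (527 and 193 with the replicate block), 24 and 9 with quetiapine (144 and 158 with the block), and 405 and 396 with the combination (689 and 875 with the block). Between quetiapine and T3 it called 70 higher and 240 lower (199 and 672 with the block). The total of 211 for T3 was 109 without control replicate 2, 121 without control replicate 3, 98 without T3 replicate 2 and 107 without T3 replicate 3. For quetiapine the total of 33 was 2 without control replicate 2 or quetiapine replicate 3 and 4 without control replicate 3 or quetiapine replicate 2. For the combination the total of 801 was 500 without combination replicate 2, 430 without combination replicate 3 and 414 without control replicate 3. The 310 calls between quetiapine and T3 were 172 without T3 replicate 2, 182 without T3 replicate 3, 159 without quetiapine replicate 2 and 188 without quetiapine replicate 3.
At 96 hours more genes changed, and part of them with every treatment. Ppp1r14a, a phosphatase inhibitor of mature oligodendrocytes, went from 6.08 ± 0.27 (SD, n = 3) in control to 10.03 ± 0.58 with T3, 9.22 ± 0.27 with quetiapine and 11.29 ± 0.63 with the combination, the last a log2 change of 5.21 (adjusted p = 2.11e-06 from limma). Cpxm1, a member of the carboxypeptidase family, fell by −2.41 with T3, −1.82 with quetiapine and −3.59 with the combination (adjusted p = 0.000496, 0.00422 and 1.00e-05). Limma called 1041 probe sets higher and 771 lower with T3 (1384 and 1321 with the block), 664 and 356 with quetiapine (922 and 1083 with the block), and 2145 and 2598 with the combination (2413 and 2305 with the arrays centred on their medians, so which direction had more calls depended on the scaling). Between quetiapine and T3 it called 126 higher and 445 lower (350 and 993 with the block). The total of 1812 for T3 was 1173 without T3 replicate 2, and the total of 1020 for quetiapine was 667 without control replicate 3. The 571 calls between the compounds were 225 without T3 replicate 2, 269 without T3 replicate 3, 373 without quetiapine replicate 1 and 294 without quetiapine replicate 3.
Of the probe sets called higher at 96 hours, 449 were shared by all treatments, 489 by T3 and the combination, 196 by quetiapine and the combination, and 1011 were called with the combination alone. The 103 called with T3 alone (199 with the block) were 207, 61 and 59 without T3 replicate 1, 2 and 3. The 19 called with quetiapine alone (29 with the block) were 32 without combination replicate 1, 6 without control replicate 2 and 10 without control replicate 3. Of those called lower, 136 were shared by all treatments (404 with the block), 607 by T3 and the combination, 175 by quetiapine and the combination (505 with the block), and 1680 were called with the combination alone. The 136 were 271 without control replicate 1, 58 without control replicate 3, 65 without quetiapine replicate 1 and 85 without quetiapine replicate 3. The 607 were 289 without T3 replicate 2 and 395 without control replicate 3. The 175 were 287, 98 and 74 without control replicate 1, 2 and 3, 74 without quetiapine replicate 1 and 86 without quetiapine replicate 3. At 48 hours 150 probe sets were higher with both T3 and the combination (400 with the block; 86 without control replicate 2, 94 without control replicate 3, 79 without T3 replicate 2 and 89 without T3 replicate 3).
Independent lists of these sizes would share 22.3 probe sets called higher and 8.84 called lower by T3 and quetiapine at 96 hours, and 2.31 called higher by T3 and the combination at 48 hours. In 100 simulations of unchanged groups against the same control arrays the median overlap was 0 and the highest 1, but such groups have almost no calls, so this says little on shared controls. At an unadjusted p under 0.05 the simulated overlap was 9.11 to 9.31 times that of independent lists, which leave out the shared controls. The covariance of log2 changes between T3 and quetiapine was 0.0133 at 48 hours, beside 0.0113 from the shared controls alone, and 0.0851 at 96 hours, beside 0.0129. The simulations and these shares leave out the pairing of replicates; with the spread of the fit with the block the shares were 0.00395 and 0.00594. At 48 hours T3 and quetiapine shared 0 probe sets called higher and 1 called lower, and 0 or 1 of each without any 1 array; with the block they shared 30 and 29, where independent lists would share 2.44 and 0.982. Across probe sets, which are not independent replicates, these changes had a Pearson's r of 0.322 at 48 hours and 0.647 at 96 hours. The 3 control arrays of a time point cannot be divided into sets of at least 2, so part of the overlap above these values may come from the shared controls.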

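Enzymes of cholesterol synthesis were higher with quetiapine than with T3. At 96 hours Hsd17b7, a ketosteroid reductase of the late pathway, stood at 11.08 ± 0.34 (SD, n = 3) with quetiapine and 9.93 ± 0.22 with T3, a log2 difference of 1.15 (standard error 0.223, adjusted p = 0.0216 from limma). Lss, which closes squalene epoxide into lanosterol, was higher by 0.81 (standard error 0.154, adjusted p = 0.0201), and Dhcr7, which makes cholesterol from its last precursor in a branch of the pathway, by 0.76 (standard error 0.141, adjusted p = 0.0187). At 48 hours Mvd, which makes isopentenyl pyrophosphate, was higher by 0.85 (standard error 0.166, adjusted p = 0.0308), and Nsdhl, a sterol dehydrogenase, by 0.67 (standard error 0.125, adjusted p = 0.0249). Of 19 measured genes of cholesterol biosynthesis, 9 were higher at 48 hours (17 adjusted over the list alone, 16 with the replicate block) and 11 at 96 hours (17 adjusted over the list alone), and in neither case was one lower.
Camera gave the list an adjusted p of 1.11e-18 at 48 hours and 5.55e-15 at 96 hours. The call was lost at both times with the correlation between genes estimated (adjusted p = 0.181 with an estimated correlation at 48 hours, and adjusted p = 0.271 at 96 hours). Fry, which tests whether the genes move one way, gave 0.00629 and 0.00712. At 48 hours 3 genes were higher without T3 replicate 2, 2 without T3 replicate 3 and 1 without quetiapine replicate 2 or 3. Mvd had an adjusted p of 0.0788 to 0.132 without T3 replicate 2 or 3 or quetiapine replicate 1, 2 or 3, and Nsdhl 0.0735 to 0.103 without T3 replicate 1, 2 or 3 or quetiapine replicate 2 or 3. At 96 hours 2 genes were higher without T3 replicate 3 or quetiapine replicate 1 or 3. Without T3 replicate 2 no gene of the list passed the test, with adjusted p values of 0.106 for Hsd17b7, 0.0965 for Lss and 0.0843 for Dhcr7. Without T3 replicate 3 these were 0.0905, 0.0863 and 0.0826, without quetiapine replicate 1 they were 0.0711, 0.0706 and 0.0666, and without quetiapine replicate 3 they were 0.0771, 0.0727 and 0.0635.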

To determine the signaling pathways induced by quetiapine we performed a gene set enrichment analysis (GSEA), which shows cholesterol synthesis pathway gene sets upregulated on quetiapine treated samples compared to T3 (Fig 3a). Accordingly, within these gene sets, we found that the genes involved in sequential steps of the cholesterol synthesis pathway were upregulated (Fig 3b and 3c), such as *hmgcs1*, *hmgcr*, *fdft1*, *sqle*, cyp51 by qPCR analysis. This increase seems to be more completely mediated by quetiapine because each one of these genes was significantly up regulated in quetiapine alone and the combination but not with the T3 alone condition. This also confirmed the Affymetrix gene chip results, which show a general increase in gene expression from each step of the cholesterol synthesis pathway. 

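Genes along the cholesterol pathway were higher with quetiapine and with the combination than in control. Ebp, a sterol isomerase, went from 7.39 ± 0.36 (SD, n = 3) in control to 8.73 ± 0.10 with T3, 9.09 ± 0.16 with quetiapine and 10.10 ± 0.30 with the combination at 96 hours. Its log2 changes were 1.35 (standard error 0.184, adjusted p = 0.00119 from limma), 1.70 (adjusted p = 0.000456) and 2.72 (adjusted p = 3.44e-06). Tm7sf2, a sterol reductase, rose by 1.30 with quetiapine (standard error 0.219, adjusted p = 0.00607) and 2.04 with the combination (adjusted p = 6.98e-05). Sc5d, a sterol desaturase, rose by 0.72 with T3 (standard error 0.0906, adjusted p = 0.000683) and 1.62 with the combination (adjusted p = 1.04e-06). At 96 hours 17 of 19 genes of the list rose with quetiapine (18 adjusted over the list alone), 18 with the combination (19 adjusted over the list alone) and 6 with T3 (10 adjusted over the list alone, 13 with the replicate block or without control replicate 1).
At 48 hours 11 of the 19 rose with quetiapine (17 adjusted over the list alone, 17 with the block) and 17 with the combination (17 adjusted over the list alone). Mvd rose by 1.10 with quetiapine (standard error 0.166, adjusted p = 0.0388 from limma) and Nsdhl by 0.96 (standard error 0.125, adjusted p = 0.0160). Without replicate 2 or 3 of control or of quetiapine no gene of the list passed the test with quetiapine, with adjusted p values of 0.150 to 0.210 for Mvd, which had 0.112 without quetiapine replicate 1, and 0.0976 to 0.114 for Nsdhl. With T3 at 48 hours no gene of the list passed the test by limma (6 had an unadjusted p under 0.05 and 1 passed with the block), and 17 of 19 lay above control with a median log2 change of 0.25. The 3' to 5' difference of beta-actin was higher with quetiapine than in control in all 3 replicates at 48 hours, with means of 0.63 and 0.59, and in 2 of 3 at 96 hours. With the combination it was higher in 1 of 3 replicates at 48 hours. At 96 hours it was higher in all 3, with means of 0.74 with the combination and 0.66 in control. Of 11 astrocyte markers 10 lay below control at 96 hours with quetiapine, and 10 with the combination. At 48 hours 11 lay below control with quetiapine, 0 of them with an unadjusted p under 0.05 from limma. With the combination 9 did at that time, 3 of them with an unadjusted p under 0.05.
Camera gave the list adjusted p values of 9.17e-37 for quetiapine, 5.98e-19 for the combination and 3.84e-05 for T3 at 48 hours, and 1.03e-23, 3.89e-14 and 5.26e-07 at 96 hours. None of these calls was kept with an estimated correlation (adjusted p = 0.0614, 0.175 and 0.413 with an estimated correlation at 48 hours, and adjusted p = 0.106, 0.158 and 0.382 at 96 hours). Fry gave 0.194 for T3 at 48 hours. From these arrays, the paper states that expression rose in general along the steps of the pathway.

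**Figure D1:**
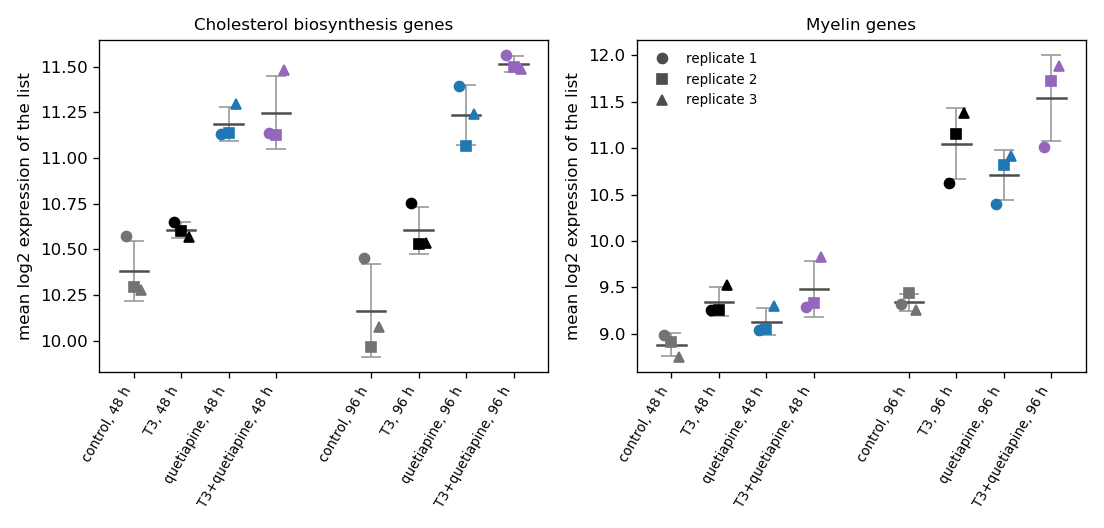
Mean log2 expression of the measured genes of cholesterol biosynthesis (left) and of myelin (right) on each array, by condition, with points shaped by replicate, a bar for the mean and whiskers for the SD. At 96 hours the cholesterol genes lie between 9.97 and 10.5 in control and between 11.1 and 11.4 with quetiapine, and the myelin genes between 9.26 and 9.44 in control and between 11.0 and 11.9 with the combination.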

Hallmark Pathway analysis identified E2F targets and G2M checkpoint gene sets as also being modulated by each compound individually as well as the combination of T3 and quetiapine (S4 Table).

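Genes of the cell cycle fell with the combination. Mki67, a protein of proliferating cells, went from 9.34 ± 0.14 (SD, n = 3) in control to 7.03 ± 1.38 with the combination at 96 hours, a log2 change of −2.30 (standard error 0.565, adjusted p = 0.0101 from limma). Mcm6, a subunit of the replicative helicase, fell by −1.95 (standard error 0.436, adjusted p = 0.00619), and Cdt1, which licenses replication origins, by −1.60 (standard error 0.325, adjusted p = 0.00356). Of 35 E2F targets and replication genes 29 fell and 1 rose (32 and 1 adjusted over the list alone), and of 32 G2/M and mitosis genes 26 fell (32 adjusted over the list alone). The latter count was 11 and 17 without control replicate 1 and 2, 6 without control replicate 3, 4 without combination replicate 2 and 5 without combination replicate 3. In the same cultures 6 of 11 astrocyte markers fell and 1 rose (8 and 1 adjusted over the list alone), among them the glutamate transporter Slc1a3 (−1.46, adjusted p = 0.000670). Without control replicate 2 or combination replicate 3 the count of fallen astrocyte markers was 3, and without control replicate 3 it was 2. Camera gave this list an adjusted p of 0.0175, with 0.114 without combination replicate 1, 0.0560 without control replicate 3 and adjusted p = 0.559 with an estimated correlation. In the same arrays the 3' to 5' difference of beta-actin was 0.70 to 0.77 on the log2 scale with the combination and 0.67 to 0.77 with T3, beside 0.64 to 0.67 in control, and higher than control in all 3 replicates of each; that of Gapdh was lower than control in all 3 replicates of the combination, with means of −0.11 and −0.08.
With T3 at 96 hours 19 of the 35 E2F targets fell (28 adjusted over the list alone, 32 with the replicate block). Rfc3, a subunit of the clamp loader, fell by −1.07 (adjusted p = 0.0282 from limma), with 0.0654, 0.119, 0.101 and 0.0540 without control replicate 1, T3 replicate 2, control replicate 3 and T3 replicate 3. The 19 were 5 without control replicate 1, 8 without control replicate 2, 4 without control replicate 3, 10 without T3 replicate 1 and 3 without T3 replicate 2. No G2/M gene passed the test with T3 by limma, while 13 had an unadjusted p under 0.05, 27 fell with the block and all 32 lay below control, with a median log2 change of −1.03. With quetiapine at 96 hours 1 E2F target rose, the flap endonuclease Fen1 (1.05, adjusted p = 0.0409; 0.0558 to 0.137 without any 1 of the 6 arrays), while 32 of the 35 lay below control with a median of −0.26, 2 of them with an unadjusted p under 0.05, and 2 fell with the block. Of the G2/M genes none passed the test with quetiapine by limma or with the block, and 1 had an unadjusted p under 0.05; the median was −0.60. At 48 hours 8 E2F targets (25 adjusted over the list alone, 31 with the block) and 19 G2/M genes (31 adjusted over the list alone, 32 with the block) fell with the combination. Racgap1, which acts in cytokinesis, fell by −0.70 (standard error 0.124, adjusted p = 0.0105). The 8 were 5 without combination replicate 1 or control replicate 1 or 2 and 4 without combination replicate 3, and without combination replicate 2 or control replicate 3 Uhrf1, which maintains DNA methylation and fell by −0.87 (adjusted p = 0.0149), had an adjusted p of 0.0597 and 0.0654 as no gene of the list passed. The 19 were 11 without control replicate 2, 2 without control replicate 3 or combination replicate 2 and 5 without combination replicate 3. With T3 alone at 48 hours all 35 E2F targets and all 32 G2/M genes lay below control. Of these 26 and 29 had an unadjusted p under 0.05 from limma. With quetiapine 33 and 32 lay below control, 0 and 8 of them at that level. The combination was lower than T3 at that level in 0 and 2 genes, so the fall at 48 hours was not particular to the combination.
At 96 hours camera gave both lists a direction below control in each treatment, the E2F list with adjusted p values of 3.96e-10 with T3, 0.0315 with quetiapine and 4.01e-08 with the combination, and the G2/M list 1.19e-05, 0.0054 and 4.77e-07. With an estimated correlation these were adjusted p = 0.382, 0.873 and 0.449, and adjusted p = 0.597, 0.866 and 0.559. For quetiapine the E2F list had 0.566 without quetiapine replicate 2 and 0.334 without control replicate 3, and the G2/M list 0.544 without quetiapine replicate 2. The paper's normalized enrichment scores (S4 Table) are −2.61, −1.9 and −2.42 for E2F targets and −2.38, −1.42 and −2.1 for the G2M checkpoint with T3, quetiapine and the combination, with an FDR of 0.078 for quetiapine and the G2M checkpoint and 0 for the others.

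**Figure D2:**
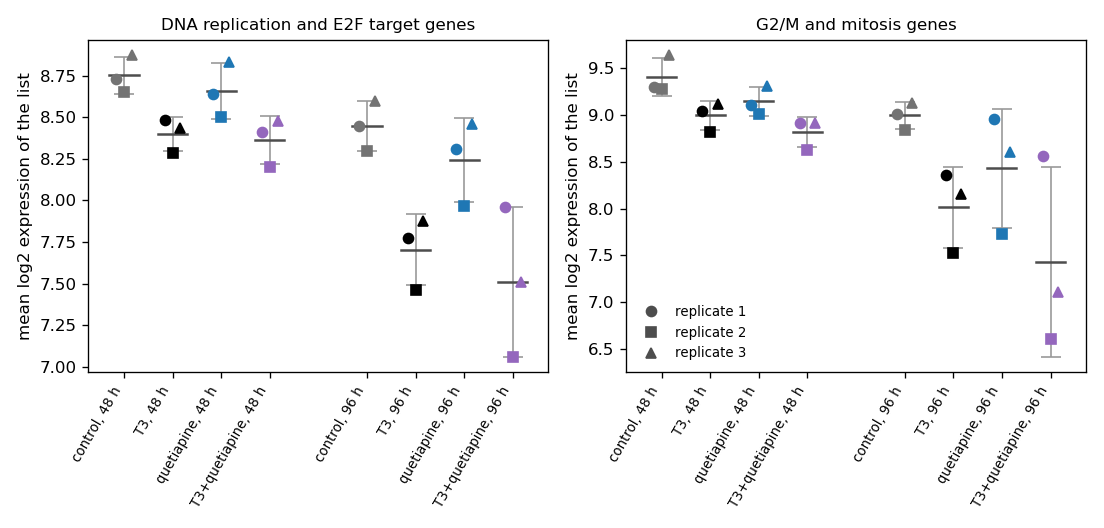
Mean log2 expression of E2F targets and replication genes (left) and of G2/M and mitosis genes (right) on each array, by condition, with points shaped by replicate, a bar for the mean and whiskers for the SD. At 96 hours the G2/M genes lie between 8.85 and 9.13 in control, between 7.73 and 8.96 with quetiapine and between 6.61 and 8.56 with the combination, with replicate 2 the lowest of each treated condition.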

**Fig 3:**
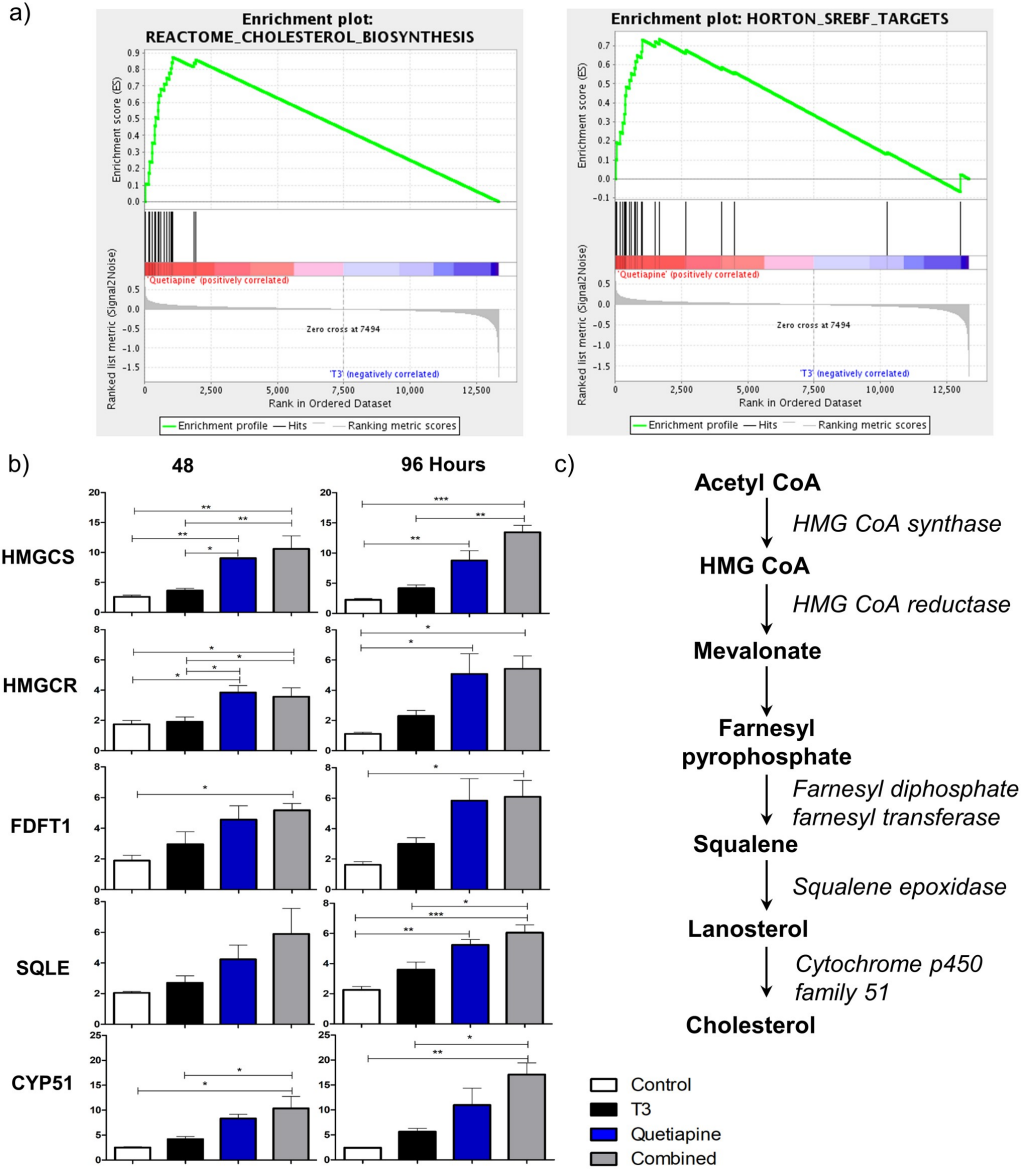
Gene set enrichment analyses and qPCR reveal cholesterol biosynthesis genes being more potently induced by quetiapine than T3. **(a)** Enrichment plots for cholesterol pathway genes sets that were differentially upregulated by quetiapine compared to T3. **(b)** qPCR for *hmgcs1*, *hmgcr*, *fdft1*, *sqle*, and *cyp51* was done using RNA isolated from OPCs induced to differentiate in OPC media with the addition of T3 45nM (Black), Quetiapine 1μM (Blue), or both (Grey) at 48 and 96 hrs. OPC media with 0.1%DMSO was used as control (White). A pre-treatment day 0 sample was used to normalize gene results. Error bars represent standard error of the mean from 3 independent isolations and experiments. (* p<0.01, ** p< 0.001, *** p< 0.0001). **(c)** Schematic representation of cholesterol synthesis pathway, intermediary products are represented in **bold** letters, enzymes involved in *italics*.

In order to confirm that the expression of cholesterol genes was associated with an increase in cholesterol content of the cells, a staining for cholesterol was performed. It showed an increase in cholesterol in the OPCs treated with T3 and quetiapine, and an additive effect with both compounds (Fig 4).

**Fig 4:**
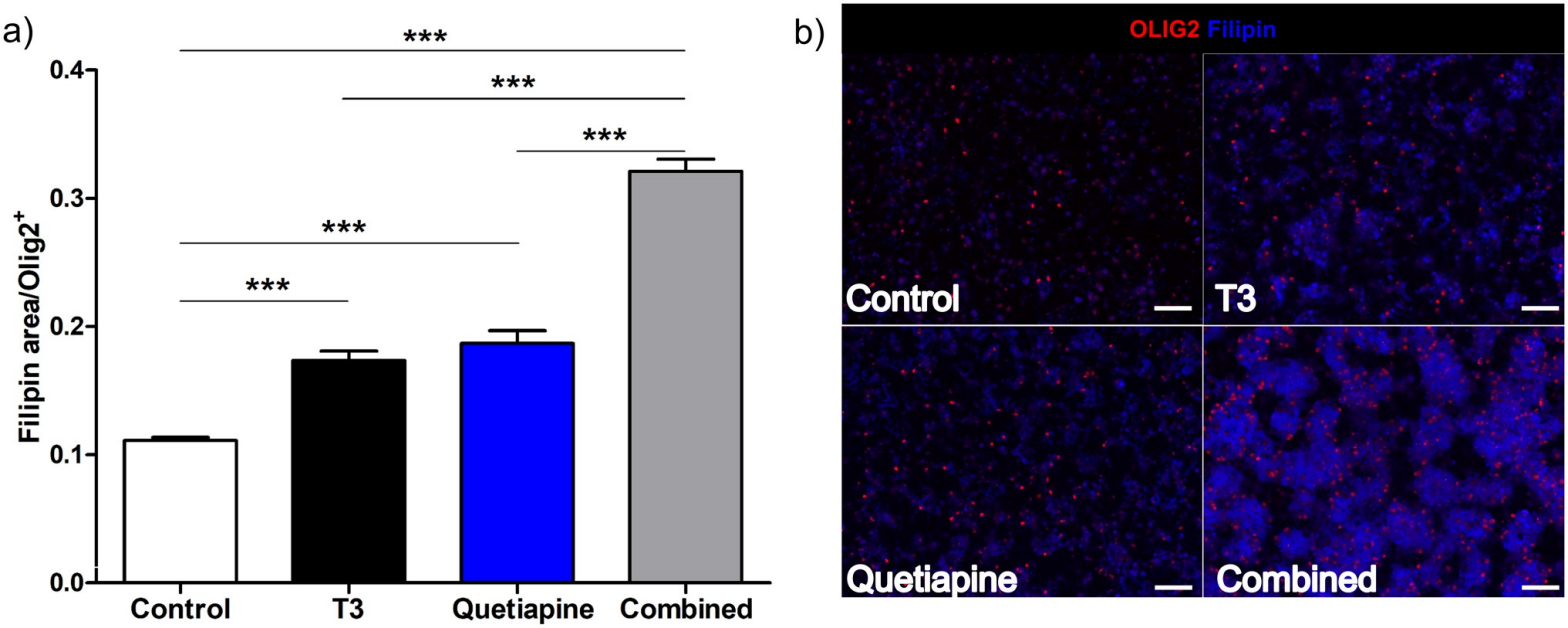
T3 and Quetiapine induce cholesterol production. OPCs isolated from 4–7 days old rats and cultured for 96 hrs under PDGF 20ng/ml, were then induced to differentiate in OPC media with the addition of T3 45nM (Black), Quetiapine 1μM (Blue), or both (Grey) for 96 hrs. OPC media with 0.1%DMSO (vehicle) was used as control (White). **(a)** Cells were fixed with 4% PFA then stained for Olig2 and Filipin. A ratio between filipin stained area and OLIG2 positive cell number was determined, the bar graph represents the results from 6 different experiments and the error bars are the standard error of the mean. One-way ANOVA analysis with Tukey’s multiple comparison analysis was run (*** p< 0.0001). **(b)** Representative images at 20X, for Control (upper left), T3 (upper right), Quetiapine (lower left), T3 plus Quetiapine (lower right), scale bar 200μm.

### Cholesterol production inhibitors betulin and simvastatin suppress MBP gene expression and protein production without affecting cell viability

To further investigate the specific role of cholesterol synthesis, we tested the effect of the cholesterol synthesis inhibitor, betulin, on MBP expression. Betulin inhibits cholesterol synthesis at the first step of its biosynthesis by interfering with the activation of the sterol regulatory element-binding protein (SREBP)[39]. Cultures were generated as above, with the addition of T3, quetiapine, or both, with or without betulin at different concentrations, and MBP gene expression was quantified (Fig 5a). In all cases betulin effectively shut off MBP gene expression. Immunostaining for MBP revealed similar results (Fig 5b and 5c), MBP production was all but eliminated, which again supports the contention that differentiation has been halted due to the impairment of cholesterol synthesis, and not due to cell death as described below (S3 Fig).

**Fig 5:**
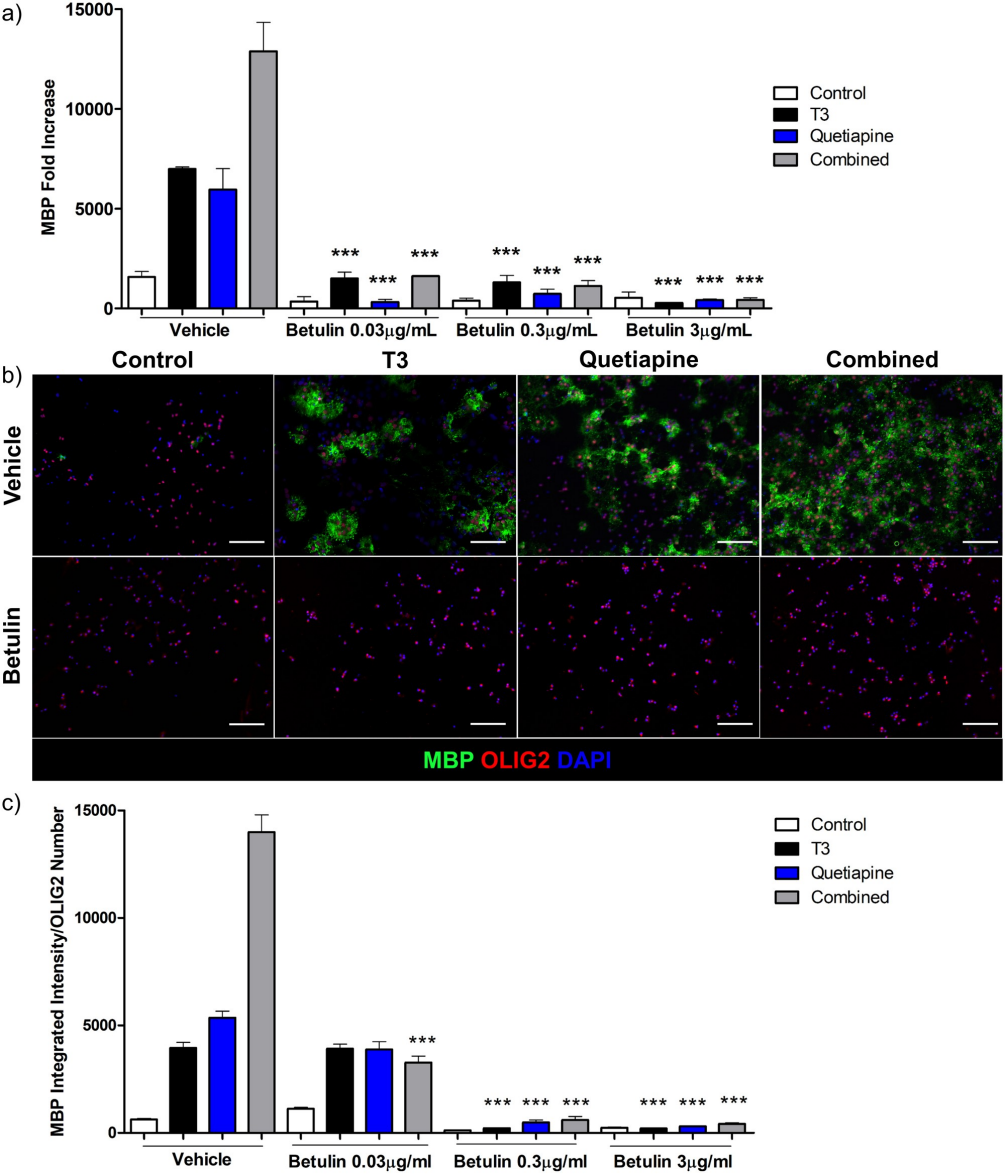
Cholesterol synthesis inhibitor betulin suppresses OPC gene and protein expression of MBP. **(a)** qPCR for MBP was performed using RNA isolated from OPCs treated with T3 45nM (Black), Quetiapine 1μM (Blue), or both (Grey) for 96 hours or OPC media with 0.1%DMSO (White), in presence of different doses of betulin 0.03, 0.3 and 3μg/ml during the same time. A pre-treatment day 0 sample was used to normalize gene results. Error bars represent standard error of the mean from 3 independent isolations and experiments. One-way ANOVA analysis with Tukey’s multiple comparison analysis was run (*** p < 0.0001 for betulin treated conditions compared to same condition without betulin e.g. T3 with betulin 3μg/ml vs T3 vehicle). **(b)** Immunocytochemistry for MBP (Green), Olig2 (Red) and DAPI (Blue) from OPCs differentiated with vehicle (upper row) and betulin 3μg/ml (lower row). **(c)** A ratio was determined between MBP intensity quantification and OLIG2 positive cell number, from 3 experiments with OPCs treated with T3 45nM (Black), Quetiapine 1μM (Blue), or both (Grey) for 96 hrs or OPC media with 0.1% DMSO (White), in presence of different doses of betulin 0.03, 0.3 and 3μg/ml during the same time. Error bars represent standard error of the mean. One-way ANOVA analysis with Tukey’s multiple comparison analysis was run (*** p ≤ 0.0001 for betulin treated conditions compared to same condition without betulin).

Similarly, simvastatin which inhibits cholesterol biosynthesis downstream of SREBP by blocking HMG-CoA reductase[40], then cholesterol biosynthesis, also reduced MBP gene expression (Fig 6a) and protein levels (Fig 6b and 6c) in OPCs but only at the highest concentration studied.

**Fig 6:**
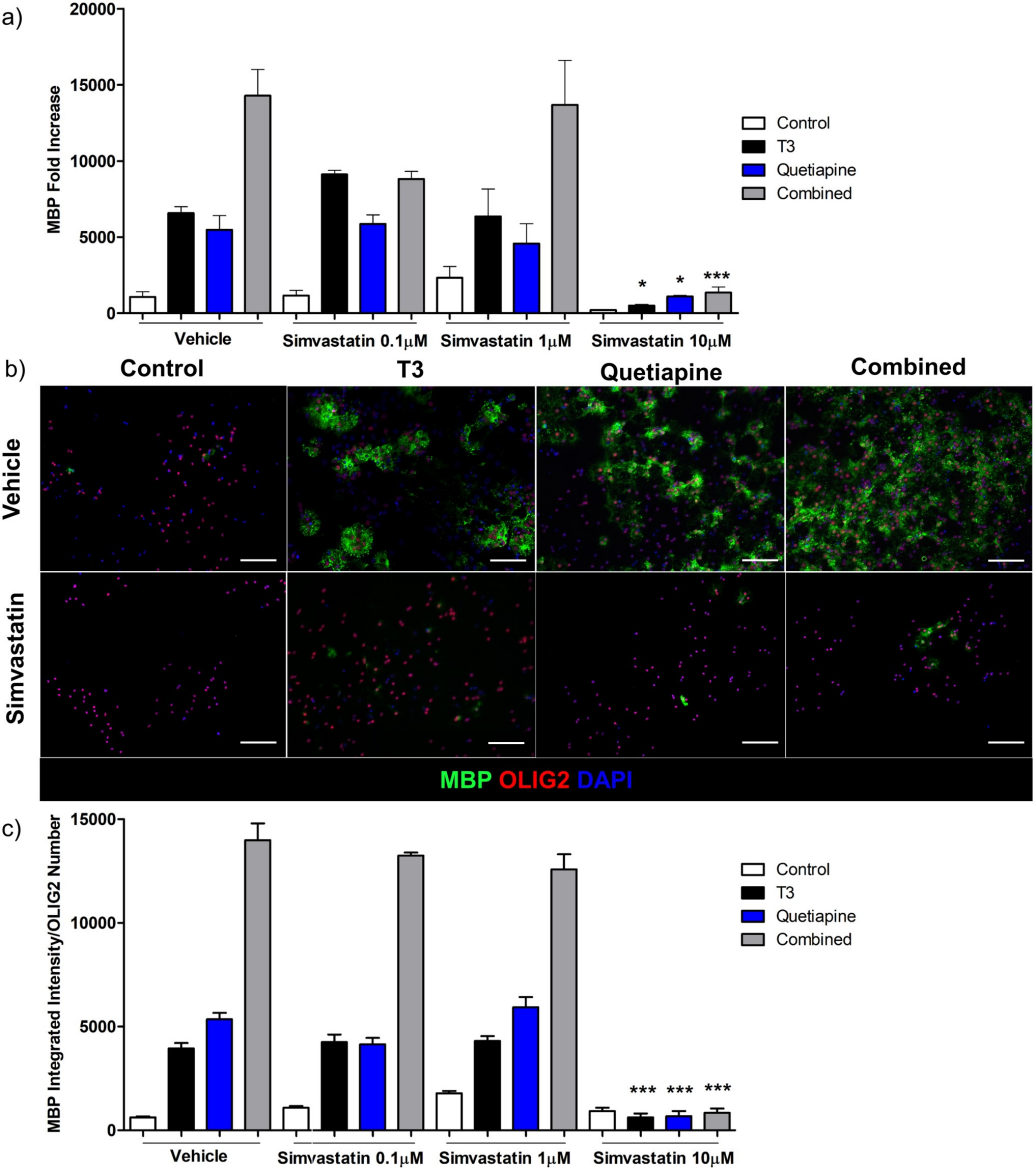
Cholesterol synthesis inhibitor simvastatin suppress OPC gene and protein expression of MBP. **(a)** qPCR for MBP was performed using RNA isolated from OPCs treated with T3 45nM (Black), Quetiapine 1μM (Blue), or both (Grey) for 96 hrs or OPC media with 0.1%DMSO (White), in presence of different doses of simvastatin 0.1, 1 and 10μM during the same time. A pre-treatment day 0 sample was used to normalize gene results. Error bars represent standard error of the mean from 3 independent isolations and experiments. One-way ANOVA analysis with Tukey’s multiple comparison analysis was run (*** p < 0.0001 for simvastatin treated conditions compared to same condition without simvastatin e.g. T3 with simvastatin 10μM vs T3 vehicle). **(b)** Immunocytochemistry for MBP (Green), Olig2 (Red) and DAPI (Blue) from OPCs differentiated with vehicle (upper row, same representative images as in Fig 5b) and simvastatin 10μM (lower row). **(c)** A ratio was determined between MBP intensity quantification and OLIG2 positive cell number, from 3 experiments with vehicle (same vehicle conditions data as in 5c since these experiments were performed at the same time) and OPCs treated with T3 45nM (Black), Quetiapine 1μM (Blue), or both (Grey) for 96 hrs or OPC media with 0.1%DMSO (White), in presence of different doses of simvastatin 0.1, 1 and 10μM during the same time. Error bars represent standard error pf the mean. One-way ANOVA analysis with Tukey’s multiple comparison analysis was run (*** p < 0.0001 for simvastatin treated conditions compared to same condition without simvastatin).

In addition to DAPI staining indicating that cells were still present, we both enumerated OLIG2 positive and DAPI positive cells, and measured cell survival longitudinally using IncuCyte to assure that the inhibitory effects were not a result of toxicity by betulin or simvastatin (S3 and S4 Figs). Neither betulin nor simvastatin resulted in significant cell death, or shifts in the ratios of OLIG2+/DAPI+cells of the cultures at the highest doses of betulin and simvastatin, which suggests that the inhibition resulted from targeting a specific pathway[39] rather than the known capacity of betulin to induce apoptosis at higher concentrations [41]. These data further support a critical role of cholesterol biosynthesis in MBP gene expression and production during the process of OPC differentiation.

## Discussion

The identification of signaling pathways involved in OPC differentiation, which may facilitate myelin repair, has become the focus of both biological studies and therapy development [6,7,15–18,25–27,30]. As it becomes clearer that myelin regeneration is a plausible strategy for demyelinating diseases, a greater understanding of the mechanisms by which OPCs can be differentiated into mature, myelin-producing OLs will be critical for rational development of novel therapies. The progressive form of MS in particular suffers from a dearth of treatments and has remained essentially unimproved by immune-based therapies. Thus, a focus on developing novel approaches to targeting the neuroprotective/regenerative capacities of CNS cells is critical to advancing treatments.

While it is unclear how the damage to axons, neurons, and OLs is initiated and in some cases maintained, the potential for repair to damage seems promising, particularly in the early phases, in which axons may still be intact and amenable to remyelination. The presence of OPCs and numerous studies indicating that they can be mobilized and differentiated, even in adults, highlights this possibility, as the elements needed to repair may be already in place[1,8–11]. A growing number of reports have demonstrated that in animal models, following demyelination, OPCs are expanded, mobilized and differentiated, and remyelination of axons has been demonstrated, indicating a repair of myelin damage[11,32,33]. Thus, the potential for this process to produce a notable biological effect is high.

T3 is a well-studied agent that is known to induce OPC differentiation. Because of its potent effects, it has become a standard component of OL culture [17,18,26,30,42,43]. In addition to its *in vitro* effects, it has been shown to have a positive *in vivo* effect as demonstrated by its ability to promote developmental myelination mediated by OPCs [43] and to mitigate cuprizone-mediated demyelination [42]. In addition to confirming known signaling pathways enhanced by T3, such as KLF9, we report additional genes, some of which appear to work in concert with other pro-differentiation drugs, such as quetiapine. These results add to the understanding of the mechanisms by which T3 exerts its critical effects on OPCs.

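Myelin genes rose with each compound and with both at 96 hours. Mog, a glycoprotein of the outer myelin surface, went from 7.49 ± 0.40 (SD, n = 3) in control to 11.35 ± 0.57 with T3, 10.31 ± 0.65 with quetiapine and 12.20 ± 0.48 with the combination, log2 changes of 3.85, 2.82 and 4.71 (adjusted p = 0.000128, 0.00162 and 9.50e-06 from limma). Mobp, a basic protein of compact myelin, rose by 3.03 with T3 (adjusted p = 0.00177) and 2.93 with quetiapine (adjusted p = 0.00349). Nkx6-2, a transcription factor of maturing oligodendrocytes, rose by 2.16 with quetiapine (standard error 0.153, adjusted p = 2.95e-05). Mbp, which compacts the myelin membrane, lay at 13.95 ± 0.038 in control, near the highest values of an array, and rose by 0.32, 0.35 and 0.39 (adjusted p = 0.0115, 0.0115 and 0.00123). In fold, Mbp had 1.31 with both compounds against 1.52 for the sum of the single increments, a difference of −0.206 (standard error 0.0816, unadjusted p = 0.0279, and above 0.05 without control replicate 1, quetiapine replicate 1, T3 replicate 3 or combination replicate 3), and did not pass once adjusted with the cholesterol genes; at 48 hours these were 1.11 and 1.20 (unadjusted p = 0.333). With both compounds Mbp stood at 14.34 ± 0.011 at 96 hours, where the highest value of any array was 14.4, so these folds have no room to rise further and do not show whether its transcript lay below the sum. Beside these rises the 3' to 5' difference of beta-actin averaged 0.74 with the combination, 0.71 with T3 and 0.66 in control. Of 23 measured genes of myelin and mature oligodendrocytes 16 rose with T3 (21 adjusted over the list alone), 15 with quetiapine (19 adjusted over the list alone) and 21 with the combination (22 adjusted over the list alone), with camera adjusted p values of 1.68e-17, 6.16e-19 and 3.89e-14, and adjusted p = 0.0136, 0.0223 and 0.0277 with an estimated correlation. In the combination at that time the astrocyte marker Aldh1l1, a folate enzyme, fell by −2.39 (adjusted p = 0.000370).
Precursor genes fell with the combination at 96 hours. Egfr, a growth factor receptor of progenitors, went from 9.60 ± 0.82 (SD, n = 3) in control to 6.98 ± 0.64, a log2 change of −2.62 (standard error 0.623, adjusted p = 0.00853 from limma). Hes5, a repressor of differentiation downstream of Notch, fell by −2.42 (adjusted p = 0.000105), Id4, an inhibitor of basic helix-loop-helix factors, by −1.75 (adjusted p = 0.00775) and the progenitor transcription factor Sox11 by −1.23 (adjusted p = 0.00681). Of 13 measured precursor genes 8 fell (8 adjusted over the list alone; camera adjusted p = 0.00101, and adjusted p = 0.0592 with an estimated correlation). The astrocyte gap junction gene Gja1 fell in the same arrays by −1.59 (adjusted p = 0.0142, and 0.0542 without control replicate 3).
The interaction at 96 hours, the change with both compounds less the sum of the single changes on the log2 scale, was negative for most myelin genes. Of 23 genes 21 lay below 0 with a median of −0.60; camera gave an adjusted p of 1.41e-24, and adjusted p = 0.00904 with an estimated correlation. A negative value on the log2 scale means less than the product of the single folds, not less than their sum. In a comparison added after the data were seen, 8 of the 23 genes lay above the sum of the single increments in fold and 15 below (12 and 11 without combination replicate 1), with a median fold of 3.40 against a sum of 4.42. Mog had 26.1 against 20.5. In the fit without the replicate block only Mag passed that test, below the sum (adjusted p = 0.0160 over the list; 0.0677 and 0.0572 without combination replicate 1 and 3).
Across all probe sets limma called 1 interaction above 0 and 9 below at 96 hours (9 and 66 with the replicate block, 2 and 1 in 1 fit over all 24 arrays). Deptor, an inhibitor of mTOR kinase, had −1.70 (standard error 0.187, adjusted p = 0.0144), and 0.0556 to 0.0816 without replicate 2 or 3 of T3 or of quetiapine. Kndc1, a guanine nucleotide exchange factor of neural cells, had −2.17 (adjusted p = 0.0231), and 0.0698 to 0.125 without any replicate of control or without replicate 2 or 3 of T3 or of quetiapine. The total of 10 was 4 without control replicate 2 or 3, 5 without control replicate 1, T3 replicate 1 or combination replicate 2, 2 without T3 replicate 2 or 3, 3 without quetiapine replicate 2 or 3 and 22 without combination replicate 1. At 48 hours limma called no interaction, with or without the block, and 364 probe sets had an unadjusted p under 0.05. A fit over all 24 arrays and one with a trended, robust prior also called none.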

Quetiapine is an intriguing agent that has been shown to have several possible therapeutic effects in the context of MS/EAE. An atypical antipsychotic, it has been shown to suppress autoimmunity, scavenge free radicals, inhibit inflammatory effects of microglia[44,45] and astrocytes, as well as protect the blood brain barrier after trauma[46]. Thus, it has appeal as a possible therapeutic agent with the fact is already licensed to be use as antipsychotic. In addition to these known effects, evidence suggests that it may have a distinct influence on lipid profiles, which led us to hypothesize that it may specifically regulate cholesterol synthesis[47] which is necessary for myelin formation[20], as has been shown with other atypical antipsychotic drugs[48].

Cholesterol biosynthesis is a complex process that is tightly regulated in mammals. In a multi-step process, isopentenyl pyrophosphate is formed in the mevalonate pathway, followed by formation of squalene by the condensation of six molecules of isopentenyl pyrophosphate, which then undergoes a cyclic reaction leading to reformation that produces cholesterol. 

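Of the enzymes that take farnesyl pyrophosphate through squalene to the first sterols, Fdft1 makes squalene, Sqle oxidizes it and Cyp51 demethylates lanosterol. On the arrays at 96 hours Fdft1 stood at 10.32 ± 0.27 (SD, n = 3) in control, 10.58 ± 0.21 with T3, 11.49 ± 0.19 with quetiapine and 11.66 ± 0.012 with the combination. It rose by 1.17 with quetiapine (standard error 0.147, adjusted p = 0.00118 from limma) and 1.34 with the combination (adjusted p = 8.10e-05), and had 0.26 with T3 (adjusted p = 0.317). Sqle rose by 0.94 with quetiapine (standard error 0.115, adjusted p = 0.000979) and 1.21 with the combination (adjusted p = 3.14e-05). With T3 its change was 0.31 (adjusted p = 0.115, 0.0391 with the replicate block and 0.0378 without control replicate 1). Cyp51 rose with each treatment at 96 hours, by 0.61 with T3 (standard error 0.100, adjusted p = 0.00319), 1.23 with quetiapine (adjusted p = 7.56e-05) and 1.52 with the combination (adjusted p = 2.78e-06).
At 48 hours with quetiapine Fdft1 rose by 0.92 (adjusted p = 0.0117 from limma) and Sqle by 0.78 (adjusted p = 0.0117), while Cyp51 had 0.86 (adjusted p = 0.105, and 0.00198 with the block). Without replicate 2 or 3 of control or of quetiapine the adjusted p was 0.0623 to 0.0857 for Fdft1 and 0.0722 to 0.0896 for Sqle. With T3 at 48 hours the changes were 0.22 for Fdft1 (adjusted p = 0.438), 0.18 for Sqle (adjusted p = 0.471) and 0.26 for Cyp51 (adjusted p = 0.585).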

Here we show that several enzymes critical to catalyzing the process, namely *hmgcs1*, *hmgcr*, *fdft1*, *cyp51*, *and sqle*, are induced by T3 and quetiapine or quetiapine alone. In combination, the treatments have an additive effect on their expression. 

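For these enzymes no departure from the sum of the single effects was found in the fit without the replicate block. At 96 hours Fdft1 was 2.53-fold over control with both compounds, where the increments of T3 and of quetiapine alone add up to 2.45-fold, a difference of 0.088 (standard error 0.268). Sqle was 2.31-fold against a sum of 2.16-fold (difference 0.146, standard error 0.189), and Cyp51 2.86-fold against 2.87-fold (difference −0.00885, standard error 0.202). At 48 hours the values were 1.90 against 2.06 for Fdft1, 1.70 against 1.85 for Sqle and 1.79 against 2.01 for Cyp51. Quetiapine alone gave 1.89, 1.71 and 1.81 at that time. Between the combination and quetiapine 0 of 19 cholesterol genes had an unadjusted p under 0.05 from limma at 48 hours, and 7 were higher at 96 hours. The values at 48 hours thus cannot tell addition from no contribution of T3. Over the 19 measured genes of cholesterol biosynthesis the median fold with both compounds was 2.52 against a sum of 2.45 at 96 hours, with 12 genes above the sum. Ebp had 6.58 against 4.80, a difference of 1.78 (standard error 0.704). Its adjusted p was 0.279 over the list and Mbp, and 0.529 over the list alone, from limma's fitted means and their standard errors. No gene of the list passed this test at 96 or at 48 hours. The test leaves out the pairing of replicates. Over all probe sets limma called 10 interactions at 96 hours and 75 with the block, so a departure in a paired fit stays open. At 48 hours the median was 1.90 against a sum of 2.01, with 2 genes above the sum (4 without quetiapine replicate 1, 5 without T3 replicate 1 or control replicate 2, 6 without control replicate 3 or quetiapine replicate 3, 7 without combination replicate 1 or 2, 1 without combination replicate 3 and 0 without quetiapine replicate 2, when Ebp had an adjusted p of 0.951). Relative to quetiapine alone the combination at 96 hours gave log2 differences of 0.17 for Fdft1 (adjusted p = 0.574 from limma), 0.26 for Sqle (adjusted p = 0.210) and 0.29 for Cyp51 (adjusted p = 0.113, and 0.0244 with the replicate block).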

To demonstrate functional significance, we sought to specifically block the process of cholesterol synthesis to test whether the pro-differentiation effects of T3 and quetiapine would be lost. Towards this end, we utilized the compound betulin, which is an inhibitor of sterol regulatory element-binding proteins (SREBPs) processing, a family of transcription factors that regulate the production of cholesterol, lipids, and fatty acids. SREBPs serve an essential role in the homeostasis of cholesterol production, and disruption of their function produces a profound effect on cholesterol synthesis[49]. We discovered that the addition of betulin abrogated the stimulatory effects of T3 and quetiapine, whether alone or in combination, which demonstrated that synthesis of cholesterol was critical to the induction of MBP expression by both of these agents.

Prior studies of statins have revealed potent anti-inflammatory effects of HMG-CoA reductase inhibitors via depletion of isoprenoids (farnesyl-pyrophosphate and geranylgeranyl-pyrophosphate) rather than cholesterol in immune cells[40,50–57]. However, its effects on myelination have been observed to be variable with some studies suggesting inhibitory effects and others suggesting no effect or even positive effects on OPCs through inhibition of Rho [24,58]. Our data is consistent with the notion that high doses of statins potentially limit cholesterol synthesis and myelin production in OL lineage cells[23,24,59], but low doses may still have beneficial effects on inflammation and other pathways without depleting cholesterol to the extent that OL lineage cells can no longer express and produce MBP.

While our study is consistent with prior reports of the importance of the cholesterol biosynthesis pathway signaling in OL lineage cell differentiation[20–23,27], it remains unclear how this lipid is critical for MBP gene expression and not just downstream formation of myelin, which is 70% lipid. The synthesis of isoprenoids, which are important for isoprenylation of certain cell signaling proteins and cell growth, plays a role in OL lineage differentiation, and blocking this step also could impair myelin formation[22]. Furthermore, we noticed a change in the morphology of the cells treated with quetiapine, characterized by the appearance of a halo around the nuclei, which could be explained be the spherical accumulation of cholesterol around the nuclei, but a complete understanding of this phenomenon will require further investigation of cholesterol transport.

It is worth noting that cholesterol synthesis is also involved in production of vitamin D, bile acids and hormones, all of which may be reduced in people with MS[60–69]. Therefore, studies aimed at understanding if there are intrinsic defects or inhibitors of the cholesterol biosynthesis pathway may be worthwhile. Further, given recent data that statins have anti-inflammatory effects both in the periphery and CNS, and thereby may inhibit brain atrophy in progressive MS[70], it will be critical to understand whether prolonged high concentrations of statins could possibly inhibit myelin repair by reducing cholesterol in OL lineage cells.

We note that our study differs in some respects from two other reports examining the effects of quetiapine on oligodendrocyte lineage cells [71,72]. Fang et al. showed induction of Olig1/2 by quetiapine. They utilized the CG4 cell line that expresses Olig1/2 upon differentiation. Our freshly isolated primary OPCs already expressed Olig 1/2 suggesting they are lineage committed and therefore may not need to further upregulate these transcription factors in order to differentiate into MBP expressing oligodendrocytes. Kondo et al. performed an ex vivo gene expression analysis of frontal cortex RNA from animals treated with quetiapine vs vehicle and found suppression of Cdkn 1a. While we did not see suppression of Cdkn1a in our array, other Cdkn family members were suppressed (see S3 Table) and this discrepancy may relate to timing of sampling as well as differential drug exposure *in vivo*.

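Cdkn1a, the inhibitor p21 of cyclin-dependent kinases, rose. At 96 hours it went from 9.07 ± 0.079 (SD, n = 3) in control to 10.30 ± 0.14 with T3 and 10.93 ± 0.054 with the combination, log2 changes of 1.23 (standard error 0.239, adjusted p = 0.00811 from limma) and 1.86 (adjusted p = 0.000214). With quetiapine its change was 0.21 (adjusted p = 0.694), and 0.58 without quetiapine replicate 1 (adjusted p = 0.0214). At 48 hours the changes were 0.36 with T3 (adjusted p = 0.407, and 0.0393 with the replicate block) and 0.10 with the combination (adjusted p = 0.793). Cdkn1c, the inhibitor p57, fell with T3 at 96 hours by −1.33 (standard error 0.143, adjusted p = 0.000261) and with the combination by −1.53 (adjusted p = 2.79e-05). With T3 at 48 hours it had −0.66 (adjusted p = 0.0767, 0.00423 with the block and 0.0112 without control replicate 3). Cdkn2b, the inhibitor p15, fell with the combination at 96 hours by −0.35 (adjusted p = 0.0307), with 0.0590, 0.0647 and 0.0839 without control replicate 1, 2 and 3 and 0.0534 and 0.115 without combination replicate 1 and 3. Of the 9 members of the Cdkn family, 1 rose and 2 fell with the combination at 96 hours (camera adjusted p = 0.541 with limma's values), and at 48 hours none passed the test by limma, with 1 rising and 4 falling with the block. Cdkn3, a phosphatase of cyclin-dependent kinases, had −0.38 in the combination at 48 hours (adjusted p = 0.0907, and 0.00108 with the block).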

Another potential limitation of our study is that some of the effects of T3 alone or combination therapy may have been masked by the low levels of T3 found in the commercial B27 supplement we used. Nonetheless, we were able to demonstrate the canonical T3 genes reported by others were induced by commercial B27 medium plus T3 as compared to medium alone. 

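Other genes known to respond to thyroid hormone rose with T3. Crym, a cytosolic T3-binding protein, went from 7.41 ± 0.47 (SD, n = 3) in control to 10.83 ± 0.25 at 48 hours, a log2 change of 3.42 (standard error 0.263, adjusted p = 0.000111 from limma), and rose by 3.44 at 96 hours (adjusted p = 0.000113). Dio3, the deiodinase that inactivates T3, rose at 96 hours by 3.96 (standard error 0.614, adjusted p = 0.00238), and Aldh1a1, which makes retinoic acid, by 4.02 (standard error 0.701, adjusted p = 0.00461). Of 10 thyroid hormone responsive genes 8 rose with T3 at 96 hours (8 rose and 1 fell adjusted over the list alone; camera adjusted p = 2.3e-09, and adjusted p = 0.00354 with an estimated correlation). At 48 hours 7 rose (7 adjusted over the list alone; camera adjusted p = 4.67e-15, and adjusted p = 0.085 with an estimated correlation), and 4 without control replicate 1 or 2 or T3 replicate 2 or 3. The list was not cleared of the genes the paper names, Klf9, Hr, Dbp and Nt5e. Its counts and camera values may thus partly repeat the paper's result.
Of 12 genes of thyroid hormone receptors, transporters and deiodinases 4 rose and 1 fell with T3 at 96 hours (camera adjusted p = 0.0546, with 0.0443 without control replicate 1 and 0.0316 without T3 replicate 3), and 2 rose without T3 replicate 2. Slco1c1, a thyroxine transporter, fell by −1.51 (standard error 0.208, adjusted p = 0.00125 from limma). Slc16a10, a transporter of T3 and aromatic amino acids, rose with the combination by 1.42 (standard error 0.129, adjusted p = 2.31e-05) and with quetiapine by 0.86 (adjusted p = 0.00324). With T3 at 48 hours 3 of these 12 genes rose (camera adjusted p = 0.11), and 1 without control replicate 1, 2 or 3 or T3 replicate 2 or 3; without T3 replicate 1 the list had 0.0191.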

Most importantly, quetiapine still had the same pro-differentiating effects on OPCs even when used with homemade B27 excluding T3 supporting an independent role of this compound in mediating OPC differentiation through the cholesterol biosynthesis pathway.

In summary, this study reports the novel finding that quetiapine modulates the cholesterol biosynthesis pathway in an additive manner with T3, enhancing effects on OPC differentiation and myelin production. Taken together these results suggest the possibility that combinatorial approaches to induction of OPC differentiation may be useful. Further understanding of the signaling cues needed to promote myelin repair as well as those existing factors that inhibit OPC differentiation will be critical to translating these observations to a clinical setting.

## Supporting information

S1 Fig MBP expression is not significantly increased by T3 or Quetiapine at 48 hours. OPCs isolated from 4–7 days old rats were cultured for 96 hrs under PDGF 20ng/ml, then induced to differentiate in OPC media with the addition of T3 45nM (Black), Quetiapine 1μM (Blue), or both (Grey) for 48 hrs. OPC media with 0.1%DMSO (vehicle) was used as control (White). MBP expression was measured by qPCR. A pre-treatment day 0 sample was used to normalize gene results. Error bars represent standard error of the mean from 3 independent isolations and experiments. One-way ANOVA analysis with Tukey’s multiple comparison analysis was run (n.s. non-significant).
(TIF) Click here for additional data file.

S2 Fig Quetiapine induces differentiation of OPC in the absence of T3. OPCs isolated from 4–7 day old rats were cultured for 96 hours with PDGF 20ng/ml in OPC media made with all of the components of B27 except T3. (**a**) After 96 hours, either T3 45nM (Black), Quetiapine 1μM (Blue), or both (Grey) was added to the media for an additional 96 hrs. OPC media with 0.1%DMSO (vehicle) was used as control (White). MBP expression was measured by qPCR. A pre-treatment day 0 sample was used to normalize gene results. Error bars represent standard error of the mean from 2 independent isolations and experiments. One-way ANOVA analysis with Tukey’s multiple comparison analysis was run (*** p< 0.0001). (**b**) Comparison between OPCs treated in media with either B27 (Red) supplement (as in Fig 1a) or with all of the components of B27 except T3 (White) (as in S2a Fig). MBP expression was measured by qPCR. A pre-treatment day 0 sample was used to normalize gene results. Significance was determined using a One-way ANOVA analysis with Tukey’s multiple comparison analysis (n.s. non significant, ** p< 0.001).
(TIF) Click here for additional data file.

S3 Fig Cell toxicity over 48 hours. Cell toxicity assays of each compound were performed on cultured OPCs in the presence of IncuCyte Cytotox Green Reagent. **(a)** Ratio of number of dead cells at each time point by number of dead cells at the beginning of the experiment were calculated. Error bars represent standard error of the mean. 2-way ANOVA analysis with Tukey’s post tests were run (*** p < 0.0001 for stausporin compared to vehicle DMSO 0.1%).
(TIF) Click here for additional data file.

S4 Fig OLIG2/DAPI ratio. OLIG2 and DAPI positive cells were enumerated and the ratio is shown for each condition, T3 45nM (Black), Quetiapine 1μM (Blue), or both (Grey) for 96 hrs. OPC media with 0.1%DMSO (vehicle) was used as control (White) in the presence or absence of betulin 3 μg/ml. Error bars represent standard error of the mean. A one-way ANOVA analysis showed no significant difference.
(TIF) Click here for additional data file.

S1 Table Gene array T3 regulated genes. (XLSX) Click here for additional data file.

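The table has 406 entries, each a probe set with a fold change at 48 and at 96 hours. In all 406 these folds equalled the log2 difference between quetiapine and T3 computed here from the arrays, with lower expression with quetiapine and a difference under 0.01 on the log2 scale at both times. Nt5e, with the largest change of T3 over control at 48 hours, differed by −4.08 between quetiapine and T3 (adjusted p = 6.00e-05 from limma). Of the 406 probe sets, 83 were called higher with T3 than in control at both times (211 with the replicate block).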

S2 Table Gene array quetiapine regulated genes. (XLSX) Click here for additional data file.

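The table has 64 entries, and their folds equalled the difference between quetiapine and T3 in all 64, here with higher expression with quetiapine. Asxl3, a chromatin regulator, was higher by 1.10 at 48 hours (standard error 0.0697, adjusted p = 2.76e-05 from limma). Of the 64 probe sets, 10 were called higher with quetiapine than in control at both times (26 with the replicate block).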

S3 Table Gene array T3 plus quetiapine regulated genes. (XLSX) Click here for additional data file.

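Of this table the first 1999 of the 5614 rows of S3 Table were used. In all 1999 the folds equalled the combination over control at both times. Galnt14, which starts O-linked glycosylation, rose with the combination by 3.20 at 48 hours (standard error 0.188, adjusted p = 1.54e-05 from limma), and Vegfc, a growth factor of lymphatic vessels, fell (adjusted p = 0.00680).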

S4 Table Hallmark pathways regulated by T3, quetiapine, or combination. (XLSX) Click here for additional data file.

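The table gives a normalized enrichment score for each hallmark gene set, which is above 0 where the genes of the set lie toward the top of a ranking by change. For cholesterol homeostasis the paper's scores are 1.91 with T3, 2.09 with quetiapine and 2.16 with the combination. In the list of cholesterol genes used here the median log2 change at 96 hours was 0.35 with T3, 1.12 with quetiapine and 1.33 with the combination.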

How the deposited data were processed for this re-analysis (not part of the article)

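Rat OPC cultures kept in vehicle control, T3, quetiapine or the combination of T3 and quetiapine for 48 or 96 hours were measured on 24 Affymetrix arrays, 3 in each of 8 conditions. The authors deposited log2 expression values, made from the array signals by RMA with background correction, quantile normalization and a summary of each probe set. The version of RMA is not given in the sources used here. The deposited values were used as they stand and were checked to be on the log2 scale and not divided by the day 0 cultures. The day 0 cultures were not used here. Raw array signals were not analysed here. The genome build behind the probe annotation is not given in the sources used here, and no coordinates were used.

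Gene symbols came from the annotation of the array. Of 31099 probe sets, 57 control probe sets were left out and 31042 tested, of which 20826 carried 1 symbol, 436 several symbols and 9780 none. Probe sets with several symbols or none entered the counts of called probe sets but not the lists or the named genes. Where a gene had several probe sets, the one with the highest mean log2 expression over all arrays stood for it in lists. The medians of the arrays differed by at most 0.07635 on the log2 scale. For arrays, only their number limits the precision.

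Linear models were fitted with limma 3.58.1 in R 4.3.3, separately for the 12 arrays of each time point, with 4 group means, a pooled spread and no term for the replicate. Contrasts were each treatment against control, quetiapine against T3, the combination against each single compound, and the interaction, which is the log2 change with both compounds less the sum of the single changes. Differences between 96 and 48 hours came from 1 fit over all 24 arrays. P values were moderated by empirical Bayes and adjusted over all 31042 probe sets by the method of Benjamini and Hochberg. A probe set was called at an adjusted p under 0.05 and a fold change over 1.5, the limits of the paper's Fig 2. Additivity on the scale of folds was tested from the group means of the fit without the replicate, with limma's standard errors, adjusted over the list. This was set before for Mbp and the cholesterol list, adjusted together, and added after the data were seen for the myelin list.

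The 20 gene lists, with 329 members of which 298 had a probe set, were written before the data were examined: cholesterol biosynthesis, SREBP targets outside the sterol pathway, cholesterol efflux and LXR targets, myelin and mature oligodendrocyte, oligodendrocyte precursor, oligodendrocyte lineage transcription factors, thyroid hormone responsive genes, thyroid hormone receptors, transporters and deiodinases, DNA replication and E2F targets, G2/M and mitosis, the Cdkn family, FGF and MAPK feedback and immediate early genes, unfolded protein and integrated stress response, lysosome, quetiapine target receptors, and markers of astrocytes, neurons, microglia, vascular cells and fibroblasts, and Schwann cells. The 31 members without a probe set in the annotation used, among them 2 of the 5 enzymes the paper names, are not reported here. Each list was tested with camera at a preset correlation of 0.01 between genes, and again with the correlation estimated, with fry and with fgsea 1.28.0, each adjusted over the lists of a comparison.

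The genes named in the text followed a rule written before the arrays were examined. It takes the genes the paper's text names for the arrays or qPCR and Hprt1, the qPCR reference. It takes up to 10 called genes with the largest rise and 10 with the largest fall for each treatment against control and for quetiapine against T3, among probe sets with 1 symbol whose 3 values lie apart from those of the other group, and 5 each way for the interaction and for differences between times. It also takes up to 4 members of a list past the test, or the 2 with the largest change where none passed. Values in the paper's S1 to S4 Tables and Fig 2 had been seen before the rule was written.

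The deposited design states that each of 3 biological replicates supplied a sample of each condition, so the replicate number pairs the arrays. As a check, deviations from the group means were correlated between arrays. At 48 hours the 18 pairs of arrays with the same number had correlations of 0.430 to 0.777, with a median of 0.670, and the 36 pairs with different numbers −0.681 to −0.00478. At 96 hours these were 0.309 to 0.690, with a median of 0.531, and −0.583 to 0.243. The fit without the replicate was set as the main one before the data were examined, since the paper's text names no such term, and the fit with the replicate number as a fixed block was set as an alternative. The correlations above show that preparations differed, and the main fit leaves these differences in its spread. Its lower counts, and calls lost in it without 1 array, are thus not evidence of weak effects. The adjusted p values of the paper's S1 to S3 Tables lay close to those with the block, as given below.

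The overlap between comparisons that share control arrays was set beside 100 simulations of unchanged groups against those controls and beside the overlap of independent lists. For each count, other splits of the arrays into groups of the same sizes were refitted, all 10 for 3 arrays against 3 and 100 drawn with a fixed seed for larger designs. The methods were tested on simulated data with 100 changed probe sets of each size among 31042. In T3 against control at 48 hours 89% of changes of 2-fold and 99% of 4-fold were recovered with 3 false calls; at 96 hours these were 91% and 99% with 8. For the combination they were 92% and 99% with 4 at 48 hours and 89% and 99% with 6 at 96 hours. For the interaction they were 82% and 93% with 12 at 48 hours and 79% and 97% with 10 at 96 hours. A shift of 0.8 in the cholesterol list was called by camera at both times, with no other list called. On the real arrays 17 calls on the cholesterol, E2F, G2/M and myelin lists were followed through all settings. With an estimated correlation 14 of them were lost and 3 kept. The simulation thus does not show that calls at the preset correlation hold where genes of a list move together.

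Alternatives set before the data were examined were no limit on the fold, an adjusted p under 0.01, 1 probe set per gene, distinct gene symbols, an unequal-variance test on each probe set alone, a fit of only the compared groups, another quantile normalization, centring on the array medians, leaving out dim probe sets (kept if above the 40th percentile of their array in at least 3 arrays), the replicate block, 1 fit over all 24 arrays, a trended and robust prior, and leaving out each array in turn. For lists they also covered the mean of all probe sets of a gene. Chosen after seeing the data were the replicate block together with distinct gene symbols, the block as a random effect, replicates 2 and 3 only, and the covariance from shared controls with the spread of the fit with the block. Of S3 Table the first 1999 of 5614 entries were used, and no overlap or enrichment was computed on it. The paper's qPCR, staining and inhibitor experiments have no arrays and were not analysed here.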

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

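Chosen only after the results were seen were the 3 tests on the cholesterol genes, the tests of other cell types and of the stage of differentiation in replicate 1, and the test of the myelin list in the interaction with its comparison to the sum of the single increments; the splits of the arrays and the test of signal near the top of the scale were set before, as was that of RNA quality, which was widened to both directions after.

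The effect of T3 differed between 96 and 48 hours in 15 probe sets by the test of the difference itself in limma (240 with the replicate block), among them Tekt2, a protein of ciliary microtubules (2.12, adjusted p = 0.00839). Of 100 splits of the arrays, 8 called as many, the highest other 3631. The effect of quetiapine differed in 30 probe sets (269 with the block), among them Pex5l, which binds peroxisomal targeting signals (2.35, adjusted p = 0.00395), with 8 of 100 splits calling as many and the highest other 1876. The effect of the combination differed in 1329 (2752 with the block), among them Car2 (4.53, adjusted p = 0.000357), with 8 of 100 splits and the highest other 6989. In each case all the splits that called as many kept the real treatment groups at 1 time point, so these counts do not show whether chance can be excluded. Without 1 array the 15 were 4, 9, 6, 3 and 32 without control replicate 1, T3 replicate 1, control replicate 2, T3 replicate 2 and control replicate 3 at 48 hours, and 24, 36, 8, 6, 7 and 6 without control replicate 1, T3 replicate 1, control replicate 2, T3 replicate 2, control replicate 3 and T3 replicate 3 at 96 hours. The 30 were 18, 15, 18, 16 and 67 without control replicate 1, quetiapine replicate 1, control replicate 2, quetiapine replicate 2 and quetiapine replicate 3 at 48 hours, and 74, 17 and 16 without quetiapine replicate 1, control replicate 2 and control replicate 3 at 96 hours. The 1329 were 859 without combination replicate 1 at 48 hours, and 2253 and 774 without combination replicate 1 and 2 at 96 hours.

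The myelin genes rose more with the combination at 96 than at 48 hours, with 11 of 23 genes past the test of the difference (17 adjusted over the list alone), a camera adjusted p of 2.34e-11 and adjusted p = 0.0381 with an estimated correlation. Control cultures differed between 96 and 48 hours in 7 probe sets (433 with the block), a comparison the paper does not report. Mobp, a myelin gene, was higher at 96 hours by 5.91 (adjusted p = 0.0142 from limma; 0.0788, 0.157, 0.163 and 0.110 without control replicate 1 and 2 at 48 hours and 2 and 3 at 96 hours). The 7 were 3, 1 and 23 without control replicate 1, 2 and 3 at 48 hours and 72, 1 and 4 without control replicate 1, 2 and 3 at 96 hours. Here 3 arrays against 3 make too few splits for a share under 0.05; the real count was 7 and the highest other 2.

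Lists outside those the paper discusses also passed the test. Astrocyte markers fell with the combination at 96 hours (camera adjusted p = 0.0175, and adjusted p = 0.559 with an estimated correlation; 0.114 without combination replicate 1 and 0.0560 without control replicate 3). Lysosomal genes rose with T3 at 96 hours (1.65e-06, and adjusted p = 0.0941 with an estimated correlation). Precursor genes fell with the combination at 96 hours (0.00101, and adjusted p = 0.0592 with an estimated correlation). SREBP targets outside the sterol pathway rose with quetiapine at 48 hours (1.04e-08, and adjusted p = 0.222 with an estimated correlation), with 3 of 17 genes past the test (7 rose and 1 fell adjusted over the list alone, 9 and 1 with the block). Stard4, which carries sterols between membranes, rose by 1.11 (adjusted p = 0.0117 from limma), and had 0.0623 to 0.0754 without replicate 2 or 3 of control or of quetiapine, when no gene of the list passed.

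Genes of cholesterol biosynthesis were higher with quetiapine. Progress of differentiation alone would leave them no higher than with T3, if they follow the myelin stage alike under both compounds. That premise was not tested. The paper reports cholesterol gene sets as higher with quetiapine than with T3, so the outcome of this comparison was known beforehand. At 96 hours 11 of 19 genes were higher with quetiapine than with T3, which argues against that explanation only under this premise. Without 1 array the count was 2 (quetiapine replicate 1 or 3 or T3 replicate 3), and without T3 replicate 2 no gene passed. The mean log2 expression of the list lay between 11.1 and 11.4 on the quetiapine arrays and between 10.5 and 10.8 on the T3 arrays. The calls thus depended on single arrays, but the direction did not. The medians of the arrays differed by at most 0.07635, but RMA brings them close by construction. How RMA treated the raw signals, which were not analysed here, stays open. The calls of the list were kept under median centring and repeated quantile normalization. At 96 hours its mean log2 expression was at most 10.5 in control and at least 11.1 with quetiapine. The median log2 change over all probe sets was 0.00229, which RMA also brings near 0 by construction. The deposited values thus hold no shift of whole arrays as large as the rise of the list. This does not test the normalization itself. A response of sterol sensing, with SREBP targets up and LXR targets down, stays open: the LXR list fell with a camera adjusted p of 0.00744, but this call was lost with an estimated correlation (adjusted p = 0.432), the lists share regulators, and astrocyte markers fell as well (camera adjusted p = 0.00540, and adjusted p = 0.617 with an estimated correlation), so that a lower share of astrocytes cannot be told apart from it.

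Replicate 1 stood apart from replicates 2 and 3 at 96 hours, where the spread of its differences from them was 0.324 and 0.352 and that between them 0.226, but at 48 hours these were 0.257, 0.344 and 0.250, so that replicate 3 lay as far apart; a component with 56.8% of the spread around the group means at 48 hours and 50.0% at 96 hours separated all 4 arrays of replicate 1 at each time. RNA quality would make the 3' to 5' difference of beta-actin highest or lowest in replicate 1; it was highest in 1 of 8 conditions and lowest in 4, 3 of them at 96 hours, so this stays open. The astrocyte list was lower in replicate 1 by a median of −0.617 over the conditions (−0.79 to −0.46; 11 of 11 genes and 8 of 8 conditions), so a smaller share of astrocytes in that preparation may be 1 source. The first form of that test looked only for lists higher in replicate 1, where the highest median was 0.113, and was widened after the result was seen. Gfap had a control mean of 13.5 at 96 hours, and the A2B5 selection described in the paper would remove only cells without that antigen. An earlier stage of differentiation stays open, with a median of −0.214 for the myelin list, between the limits set for and against it.

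At 96 hours the combination lay below the product of the single folds in 9 of 10 called probe sets, with 1 above (1 below and 2 above in 1 fit over all 24 arrays); 5 of 100 splits of the arrays called as many, the highest other 917, so that chance cannot be excluded by this count. The split with the highest count put the 3 combination arrays on one side of the contrast and the 3 controls on the other, which points to the treatment as a structure of the samples. Signal near the top of the scale would need levels above 13, whereas the 9 probe sets had a median of 11.5 (8.47 to 13.5) where the highest value of an array was 14.4, which argues against it. A shared limit of the mature state stays open: the myelin list lay below 0 in the interaction (camera adjusted p = 1.41e-24, and adjusted p = 0.00904 with an estimated correlation), but plain addition of 2 rises gives this as well, and against the sum of the single increments 8 of its 23 genes lay above and 15 below (12 and 11 without combination replicate 1), with only Mag past the test (0.0160 over the list; 0.0677 and 0.0572 without combination replicate 1 and 3). At 48 hours no interaction was called by limma (364 probe sets had an unadjusted p under 0.05), so all 100 of 100 splits call as many and this count says nothing on chance; the highest other called 1043, with 2 combination arrays on one side and 2 controls on the other, the same structure.

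For each other comparison of 3 arrays against 3, 10 splits are too few for a share under 0.05. The real counts were 211, 33, 801, 310, 6 and 204 at 48 hours for T3, quetiapine and the combination against control, quetiapine against T3, the combination against T3 and the combination against quetiapine, each with 1 of 10 splits as large and a highest other of 0. At 96 hours they were 1812, 1020, 4743, 571, 352 and 1173, with 1 of 10 and a highest other of 0, except 2 for the combination against T3. Only 3 other splits part every pair of a replicate number, and the highest of them called 0.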

How the results depend on the processing

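The replicate block with distinct gene symbols, the block as a random effect and replicates 2 and 3 only were chosen after the data were seen; the other settings were set before. Counts below moved by more than 1.5 times, and lists crossed their threshold, under the setting named. Additivity, shares of higher calls and ranges with each array left out are given whether or not they moved. The cause was not tested, except that counts of genes or symbols are lower where fewer units are counted and stricter limits call fewer. No fold direction of a named gene that passed a test was reversed in any setting. Over all settings the counts were within 1.5 times of their value in 190 cases and moved in 204. Named genes stayed on their side of the threshold in 9017 cases, fell below it in 1016 and passed it in 186. Lists did so in 2676, 135 and 68 cases, and 1 was reversed: the microglia list with T3 at 48 hours had an adjusted p of 0.0285 without control replicate 2 at 48 hours, on the other side of 0 from the 0.816 with all arrays and the 0.925 without T3 replicate 3. With means of unlogged values additivity kept its direction in 4 cases, with a median difference over the cholesterol list of −0.0781 in place of −0.0943 at 48 hours and 0.0813 in place of 0.0880 at 96 hours. On arrays, signal over background limits which changes can be seen in dim probe sets. Median centring and repeated quantile normalization moved no share of higher calls by more than 10 percentage points.

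Without a limit on the fold limma's counts at 48 hours were 325 for T3, 1704 for the combination and 506 for quetiapine over T3. The 96 hour counts were 3636 for T3, 1827 for quetiapine, 9075 for the combination, 593 for the combination over T3 and 2300 for the combination over quetiapine. At an adjusted p under 0.01 limma's counts at 48 hours were 93 for T3, 4 for quetiapine, 360 for the combination, 148 for quetiapine over T3, 0 for the combination over T3 and 109 for the combination over quetiapine. This setting at 96 hours gave 1046 for T3, 554 for quetiapine, 228 for quetiapine over T3, 82 for the combination over T3, 514 for the combination over quetiapine and 2 for the interaction. Between times the counts were 3 for T3, 14 for quetiapine, 615 for the combination and 4 in control. With 1 probe set per gene limma's counts at 48 hours were 139 for T3, 199 for quetiapine over T3 and 135 for the combination over quetiapine. At 96 hours this gave 1092 for T3, 599 for quetiapine, 2693 for the combination, 344 for quetiapine over T3, 203 for the combination over T3 and 700 for the combination over quetiapine. The differences between times gave 800 for the combination and 4 in control. As distinct gene symbols limma's counts at 48 hours were 133 for T3, 196 for quetiapine over T3 and 131 for the combination over quetiapine. The 96 hour counts were 1158 for T3, 671 for quetiapine, 2945 for the combination, 367 for quetiapine over T3, 232 for the combination over T3 and 749 for the combination over quetiapine. Between times the count was 844 for the combination. With an unequal-variance test on each probe set alone the counts at 48 hours were 0 for T3, quetiapine, the combination, quetiapine over T3, the combination over T3 and the combination over quetiapine. This setting at 96 hours gave 62 for T3, 0 for quetiapine, quetiapine over T3, the combination over T3, the combination over quetiapine and 388 for the combination. The differences between times gave 0 in control. In a fit of the compared groups alone limma's counts at 48 hours were 92 for T3, 0 for quetiapine and the combination over T3, 326 for the combination, 180 for quetiapine over T3 and 134 for the combination over quetiapine. At 96 hours this gave 377 for quetiapine over T3 and 187 for the combination over T3. Between times the count was 0 in control. With the replicate block limma's counts at 48 hours were 720 for T3, 302 for quetiapine, 1564 for the combination, 871 for quetiapine over T3, 133 for the combination over T3 and 638 for the combination over quetiapine. The 96 hour counts were 2005 for quetiapine, 1343 for quetiapine over T3, 1383 for the combination over T3, 2046 for the combination over quetiapine and 75 for the interaction. The differences between times gave 240 for T3, 269 for quetiapine, 2752 for the combination and 433 in control. With the block and distinct symbols, chosen after seeing the data, limma's counts at 48 hours were 462 for T3, 193 for quetiapine, 530 for quetiapine over T3, 84 for the combination over T3 and 400 for the combination over quetiapine. This setting at 96 hours gave 874 for quetiapine over T3, 903 for the combination over T3 and 55 for the interaction. Between times the counts were 176 for T3, 188 for quetiapine and 317 in control. With the block as a random effect, chosen after seeing the data, limma's counts at 48 hours were 571 for T3, 150 for quetiapine, 1418 for the combination, 706 for quetiapine over T3, 78 for the combination over T3 and 496 for the combination over quetiapine. At 96 hours this gave 1790 for quetiapine, 1156 for quetiapine over T3, 1089 for the combination over T3, 1834 for the combination over quetiapine and 62 for the interaction. The differences between times gave 124 for T3, 200 for quetiapine, 2394 for the combination and 97 in control. In 1 fit over all 24 arrays limma's counts at 48 hours were 50 for quetiapine and 12 for the combination over T3. The 96 hour counts were 557 for the combination over T3 and 3 for the interaction. With replicates 2 and 3 only, chosen after seeing the data, limma's counts at 48 hours were 0 for quetiapine and the combination over T3. This setting at 96 hours gave 1751 for quetiapine, 1248 for quetiapine over T3, 1573 for the combination over T3, 2325 for the combination over quetiapine and 36 for the interaction. Between times the counts were 99 for T3, 142 for quetiapine, 2169 for the combination and 206 in control. With a trended, robust prior limma's counts at 48 hours were 11 for the combination over T3. At 96 hours this gave 20 for the interaction. With dim probe sets left out limma's count of differences between 96 and 48 hours was 25 for T3. With quantile normalization repeated limma's count at 96 hours was 22 for the interaction.

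With an estimated correlation camera gave the cholesterol list adjusted p values of 0.413 for T3 at 48 hours, 0.0614 for quetiapine at 48 hours, 0.175 for the combination at 48 hours, 0.181 for quetiapine over T3 at 48 hours, 0.382 for T3 at 96 hours, 0.106 for quetiapine at 96 hours, 0.158 for the combination at 96 hours and 0.271 for quetiapine over T3 at 96 hours. In the same test the E2F list had adjusted p values of 0.382 for T3 at 96 hours, 0.873 for quetiapine at 96 hours and 0.449 for the combination at 96 hours. There the G2/M list had adjusted p values of 0.597 for T3 at 96 hours, 0.866 for quetiapine at 96 hours and 0.559 for the combination at 96 hours. Fry gave 0.194 for the cholesterol list with T3 at 48 hours, 0.16 for the G2/M list with T3 at 96 hours, and 0.584 for the E2F and the G2/M lists with quetiapine at 96 hours. With dim probe sets left out the E2F list with quetiapine had 0.112.

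Leaving out each array in turn at 48 hours gave 0 to 0 for the interaction, 2 to 32 for quetiapine, 159 to 338 for quetiapine over T3, 98 to 210 for T3, 414 to 969 for the combination, 119 to 191 for the combination over quetiapine and 0 to 3 for the combination over T3. Leaving out each array in turn at 96 hours gave 2 to 22 for the interaction, 667 to 1223 for quetiapine, 225 to 752 for quetiapine over T3, 1173 to 1919 for T3, 4001 to 5103 for the combination, 573 to 1897 for the combination over quetiapine and 64 to 660 for the combination over T3. For differences between times it gave 1 to 72 in control, 15 to 74 for quetiapine, 3 to 36 for T3 and 774 to 2253 for the combination. Camera's adjusted p for the cholesterol list then ranged from 9.37e-40 to 3.52e-29 for quetiapine at 48 hours, from 6.66e-27 to 6.83e-21 for quetiapine at 96 hours, from 2.42e-18 to 1.50e-14 for quetiapine over T3 at 48 hours, from 4.30e-17 to 1.21e-12 for quetiapine over T3 at 96 hours, from 2.88e-08 to 0.00225 for T3 at 48 hours, from 1.45e-11 to 0.000121 for T3 at 96 hours, from 2.37e-20 to 1.18e-17 for the combination at 48 hours and from 7.83e-17 to 1.34e-12 for the combination at 96 hours. Camera's adjusted p for the E2F list then ranged from 0.00126 to 0.566 for quetiapine at 96 hours, from 5.82e-12 to 4.79e-08 for T3 at 96 hours and from 5.26e-11 to 6.64e-07 for the combination at 96 hours. Camera's adjusted p for the G2/M list then ranged from 1.46e-05 to 0.544 for quetiapine at 96 hours, from 5.96e-06 to 0.000957 for T3 at 96 hours and from 7.31e-13 to 1.02e-05 for the combination at 96 hours. Camera's adjusted p for the myelin list then ranged from 1.56e-21 to 5.53e-17 for quetiapine at 96 hours, from 4.98e-18 to 9.79e-16 for T3 at 96 hours and from 1.57e-14 to 4.34e-13 for the combination at 96 hours.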

Differences from the paper's values

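The replicate block with distinct gene symbols, the block as a random effect and replicates 2 and 3 only were chosen after the data were seen; the other alternatives were set before the data were examined. The values of Fig 2 were added up from the diagrams and count what the paper calls genes at a fold over 1.5 and a false discovery rate under 0.05, while those here count probe sets at the same limits. Fig 2 names few genes, so how many of its called genes an alternative drops could not be counted.

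For T3 at 48 hours the paper's count of upregulated genes is about 320 in Fig 2, read by eye, and 177 probe sets were called here. Without a limit on the fold the count was 246, within 1.5 times of the paper's. It was not within that range with an adjusted p under 0.01 (88), 1 probe set per gene (116), distinct symbols (113), the unequal-variance test (0), a fit of the compared groups (85), repeated quantile normalization (182), median centring (173), dim probe sets left out (192), the replicate block (527), 1 fit over all 24 arrays (207), a trended, robust prior (179) or any array left out (92 to 163). Both the block with distinct symbols (330) and the block as a random effect (432), chosen after seeing the values, reached it.

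For T3 at 48 hours the paper's count of downregulated genes is about 120 in Fig 2, read by eye, and 34 were called here. None of the alternatives set before came within 1.5 times: the closest were 79 without a limit on the fold and 193 with the block, and 6 to 47 were called with 1 array left out. Of those added later, the block with distinct symbols (132) and the block as a random effect (139), chosen after seeing the values, reached it. For quetiapine at 48 hours the paper's count of upregulated genes is about 79 in Fig 2, read by eye, and 24 were called here. None of the alternatives set before came within 1.5 times, from 0 with the unequal-variance test or a fit of the compared groups to 144 with the block. Here too the block with distinct symbols (80) and the block as a random effect (94), chosen after seeing the values, reached it. The paper's count of downregulated genes for quetiapine at 48 hours is about 110 in Fig 2, read by eye, and 9 were called here. With the block the count was 158, within 1.5 times. In the other alternatives set before it was 0 to 14. The block with distinct symbols (113), chosen after seeing the values, also reached it, and the block as a random effect (56) did not.

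For the combination at 96 hours the paper's count of upregulated genes is about 1400 in Fig 2, read by eye, and 2145 probe sets were called here. Within 1.5 times were an adjusted p under 0.01 (1833), 1 probe set per gene (1124), distinct symbols (1273), a fit of the compared groups (2074), dim probe sets left out (2030) and leaving out control replicate 2 (2002) or 3 (2011) or combination replicate 2 (1937) or 3 (1997). Not within it were no limit on the fold (4211), the unequal-variance test (257), repeated quantile normalization (2266), median centring (2413), the block (2339), 1 fit over all 24 arrays (2213), a trended, robust prior (2121) and leaving out control replicate 1 (2141) or combination replicate 1 (2393). The block with distinct symbols (1373), chosen after seeing the values, also reached it.

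For quetiapine at 96 hours the paper's count of downregulated genes is about 730 in Fig 2, read by eye, and 356 were called here. Within 1.5 times were no limit on the fold (695), the block (1083), 1 fit over all 24 arrays (495) and leaving out control replicate 1 (609). The other alternatives set before were not: an adjusted p under 0.01 (123), 1 probe set per gene (231), distinct symbols (255), the unequal-variance test (0), a fit of the compared groups (186), repeated quantile normalization (334), median centring (302), dim probe sets left out (374), a trended, robust prior (338) and leaving out any other array (146 to 371). The block with distinct symbols (749), the block as a random effect (927) and replicates 2 and 3 only (866), chosen after seeing the values, also reached it.

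The paper's S1 Table has 406 probe sets, and 174 were called lower with quetiapine than with T3 at both times here. Of the alternatives set before, the block gave 526, within 1.5 times, and called all 406 of the paper's, of which 133 were called without it. The others were not within 1.5 times: no limit on the fold (223), an adjusted p under 0.01 (63), 1 probe set per gene (109), distinct symbols (111), the unequal-variance test (0), a fit of the compared groups (87), repeated quantile normalization (172), median centring (165), dim probe sets left out (174), 1 fit over all 24 arrays (209), a trended, robust prior (165) and leaving out an array (98 to 189). The block with distinct symbols (337), chosen after seeing the values, also reached it, and of the paper's 406 it drops 28 probe sets without 1 symbol and merges 66 with another of the same symbol. The paper's S2 Table has 64 probe sets, and 30 were called higher with quetiapine than with T3 at both times here. Within 1.5 times were no limit on the fold (61) and 1 fit over all 24 arrays (49). The block gave 115 and was not, though it called all 64 of the paper's, of which 19 were called without it. The others were not: an adjusted p under 0.01 (8), 1 probe set per gene (20), distinct symbols (19), the unequal-variance test (0), a fit of the compared groups (18), repeated quantile normalization (30), median centring (36), dim probe sets left out (39), a trended, robust prior (31) and leaving out an array (7 to 33). The block with distinct symbols (60), chosen after seeing the values, also reached it, and of the paper's 64 it drops 5 and merges 8 in the same way. The adjusted p values of S1, S2 and S3 Tables lay within 5% of those of the fit with the replicate block in all 406, 64 and 1999 entries used at both times, and without the block in 0, 0 and 47 at 48 hours and 0, 0 and 6 at 96 hours.

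The paper's titles give S1 Table as genes regulated by T3 and S2 Table as genes regulated by quetiapine. Their folds equal quetiapine over T3 in all 406 and 64 entries. Compared to control at both times, 83 of the 406 were higher with T3 (211 with the block) and 10 of the 64 were higher with quetiapine (26 with the block). The 4 genes the paper names as induced by T3, Klf9, Hr, Dbp and Nt5e, were all higher with T3 than in control, with log2 changes at 48 hours of 1.94, 2.60, 1.58 and 3.95. The paper states that Cdkn1a was not suppressed; here it rose with the combination at 96 hours by 1.86 (adjusted p = 0.000214 from limma), while Cdkn1c, another member of the family, of which the paper states suppression, fell by −1.53. For the genes of cholesterol synthesis it measured by qPCR, the paper reports no significant rise with T3 alone. On the arrays Cyp51 was higher with T3 at 96 hours by 0.61 (adjusted p = 0.00319 from limma), while Fdft1 and Sqle had adjusted p values of 0.317 and 0.115 (0.0391 for Sqle with the block). The legend of Fig 2 states that results were normalized to day 0, and the deposited values are not divided by day 0.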

Other observations

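All comparisons below were set before the data were examined. Outside the groups described so far, the combination at 96 hours lowered 3 of 9 lineage transcription factors. Nfia, a factor of gliogenesis, fell by −1.12 (standard error 0.241, adjusted p = 0.00504 from limma), and its relative Nfib by −1.09 (adjusted p = 0.00615). Sox2, a factor of neural stem cells, fell by −0.52 (adjusted p = 0.000461). Of that list 1 gene rose (camera adjusted p = 0.260; 2 rose and 5 fell with the replicate block), and 5 fell without combination replicate 1. Olig1, which the paper reports in the freshly isolated cells, stood at 13.15 ± 0.12 (SD, n = 3) in control at 96 hours and rose with the combination by 0.25 (adjusted p = 0.0413; 0.117, 0.129, 0.123 and 0.128 without control replicate 2 and 3 and combination replicate 2 and 3). Olig2 stood at 9.22 ± 0.37 and had 0.38 (adjusted p = 0.138, 0.0260 with the block and 0.0312 without control replicate 1).

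Early response genes of MAPK signalling and neuronal markers moved both ways. With the combination at 96 hours Fos, an immediate early factor, rose by 2.38 (adjusted p = 0.00102 from limma) and Jun, its partner, by 0.94 (adjusted p = 0.00533), while Etv5, a factor induced by FGF, fell by −1.67 (adjusted p = 0.00285). Of 15 such genes 3 rose and 3 fell (camera adjusted p = 0.541; 4 and 7 with the block; 4 and 6 without combination replicate 1, 2 and 6 without control replicate 3). Of 13 neuronal markers 2 rose and 3 fell (camera adjusted p = 0.419; 2 and 5 with the block), with the neurofilament Nefm at 1.42 (adjusted p = 0.00560) and Map2, a dendritic protein, at −1.12 (adjusted p = 9.14e-05). Sesn2, a stress response gene, fell by −0.84 (adjusted p = 0.00244), and of 13 genes of the unfolded protein response 2 rose and 1 fell (camera adjusted p = 0.220, and 0.0353 with the block, where adjusted p = 0.370 with an estimated correlation). With T3 at 48 hours that list passed camera's test with no gene past limma's (camera adjusted p = 0.0400, and adjusted p = 0.375 with an estimated correlation; 0.163 without control replicate 1 or T3 replicate 2 and 0.105 without T3 replicate 3). Pmp22, a membrane protein of Schwann cells, fell by −0.66 with the combination at 96 hours (adjusted p = 0.00225). The Schwann cell, receptor and vascular counts that follow are for the same comparison. Of 7 Schwann cell genes 2 rose and 1 fell, with a median of −0.02 and a mean of 0.35 that differ in sign, and none rose without control replicate 2 or 3 or combination replicate 2 or 3, when Ngfr, a neurotrophin receptor (2.54, adjusted p = 0.0274), had 0.0617 to 0.105; without control replicate 1 it had 0.0664. Of 14 receptors that quetiapine binds 1 rose and 1 fell (camera adjusted p = 0.541), the adrenergic receptor Adra1b by 0.58 (adjusted p = 0.00508). Of 13 vascular and fibroblast genes 1 rose and 1 fell (camera adjusted p = 0.952). No microglial gene of 13 passed limma's test in any treatment against control, and none had an unadjusted p under 0.05; camera's test was passed only without control replicate 2 (T3 at 48 hours, 0.0285) or 3 (quetiapine at 48 hours, 0.0455).

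In control cultures the astrocyte list had a mean log2 expression of 10.2. Of its 11 genes 9 lay above the arrays' median of 6.47, and Gfap had a control mean of 13.5 at 96 hours. In control the neuronal list stood at 7.60, the Schwann cell list at 6.61 and the vascular list at 4.84. The microglial list stood at 5.64 (6.59 in control replicate 2 at 48 hours and 5.23 to 5.88 in the other 5 arrays). Control means at 96 hours were 11.9 for Map2, 10.9 for Pmp22, 6.69 for Laptm5 and 7.16 for Acta2, genes of the neuronal, Schwann cell, microglial and vascular lists.

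The combination against each single compound gave further counts. Against T3 at 96 hours 222 probe sets were higher and 130 lower (497 and 886 with the block). Their total of 352 was 660, 75 and 138 without combination replicate 1, 2 and 3, and 64 and 100 without T3 replicate 2 and 3. Against quetiapine at 96 hours 630 were higher and 543 lower (1003 and 1043 with the block), and the total of 1173 was 1897 and 573 without combination replicate 1 and 2, and 718 and 688 without quetiapine replicate 2 and 3. Against quetiapine at 48 hours 173 were higher and 31 lower (468 and 170 with the block), and the total of 204 was 119 without quetiapine replicate 2, 127 without combination replicate 2 and 125 without combination replicate 3. Against T3 at 48 hours limma called 6 lower (47 higher and 86 lower with the block), with 1 and 3 called without T3 replicate 2 and combination replicate 2 and none without replicate 1 or 3 of either.

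For the counts and lists that moved under the alternatives, the cause was not tested.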
